# Single-nuclei transcriptome analysis of channel catfish spleen provides insight into the immunome of an aquaculture-relevant species

**DOI:** 10.1371/journal.pone.0309397

**Published:** 2024-09-26

**Authors:** Johanna E. Aldersey, Miles D. Lange, Benjamin H. Beck, Jason W. Abernathy

## Abstract

The catfish industry is the largest sector of U.S. aquaculture production. Given its role in food production, the catfish immune response to industry-relevant pathogens has been extensively studied and has provided crucial information on innate and adaptive immune function during disease progression. To further examine the channel catfish immune system, we performed single-cell RNA sequencing on nuclei isolated from whole spleens, a major lymphoid organ in teleost fish. Libraries were prepared using the 10X Genomics Chromium X with the Next GEM Single Cell 3’ reagents and sequenced on an Illumina sequencer. Each demultiplexed sample was aligned to the Coco_2.0 channel catfish reference assembly, filtered, and counted to generate feature-barcode matrices. From whole spleen samples, outputs were analyzed both individually and as an integrated dataset. The three splenic transcriptome libraries generated an average of 278,717,872 reads from a mean 8,157 cells. The integrated data included 19,613 cells, counts for 20,121 genes, with a median 665 genes/cell. Cluster analysis of all cells identified 17 clusters which were classified as erythroid, hematopoietic stem cells, B cells, T cells, myeloid cells, and endothelial cells. Subcluster analysis was carried out on the immune cell populations. Here, distinct subclusters such as immature B cells, mature B cells, plasma cells, γδ T cells, dendritic cells, and macrophages were further identified. Differential gene expression analyses allowed for the identification of the most highly expressed genes for each cluster and subcluster. This dataset is a rich cellular gene expression resource for investigation of the channel catfish and teleost splenic immunome.

## Introduction

The immune system provides protection from invading pathogens and is divided into the innate immune response and the adaptive immune response. The innate immune system is a rapid, generalized response to pathogens, whereas the adaptive immune response is a slower but targeted defense. Additionally, there are immune system agents with both innate and adaptive functions. Teleost fish are an important comparative model for the immune system given that they are lower order vertebrates with both elements of innate and adaptive immune systems [1]. The innate immune system of teleost consists of monocytes/macrophages, granulocytes, dendritic cells (DCs), natural killer (NK) cells and innate lymphoid cells (ILC) [2].

The major lymphoid organs in teleost are the thymus, head kidney and spleen [3]. Like in mammals, the thymus generates and differentiates T cells [3]. The head kidney is the fish equivalent to bone marrow in mammals [3]. The spleen provides an environment for lymphocytes, B and T cells, to exist and proliferate [4]. By maintaining these cells, the spleen also facilitates contact between the lymphocytes and antigens/antigen presenting cells to mount an immune response [4]. Furthermore, the spleen acts as a filter to clear circulating antigens and pathogens from the blood [4] and maintains erythrocyte homeostasis.

Zebrafish (*Danio rerio*) is the most studied teleost immune model. Besides zebrafish, the channel catfish (*Ictalurus punctatus*) has also served as an immunological model for the teleost innate and adaptive immune system [5]. Though compared to mammals, in particular human and mice, complex interactions of the innate and adaptive immunity are not well understood. It is evident that the main mechanisms of the immune system overlap between teleost and mammals [5,6]. However, even within teleost, there are unique attributes. For example, catfish only express IgD and IgM, while IgZ/T isotypes have been detected in zebrafish, salmonids, and other teleost fish [7–10].

The production of channel and hybrid catfish are of great commercial interest as they represent the largest sector of the United States (U.S.) aquaculture industry, with sales generating $437 million in 2023 [11]. Significant losses in production can be attributed to pathogenic diseases, and epidemiological reports show that catfish production is most affected by bacterial diseases such as motile *Aeromonas* septicemia caused by *Aeromonas hydrophila*, columnaris disease caused by *Flavobacterium covae* and enteric septicemia caused by *Edwardsiella ictaluri* [12]. A basic understanding of the catfish adaptive immune system will facilitate investigation into the progression of aquaculture-relevant diseases. Furthermore, the single-nuclei data produced from this study will be used to provide a baseline for studying the effects of active infection and disease interventions such as vaccines.

Studying the immune cell types in catfish and their gene expression profiles has been limited to bulk RNA sequencing (RNAseq) [13–15]. Bulk RNAseq extracts transcriptomic information from a tissue or cell population, and thus the data represents the average gene expression of the cells [16]. Therefore, for samples with heterogenous cell populations, transcriptomic information is mixed, and signals from rare cell types are obscured or not detected [16]. However, the additional characterization of immune cells in the heterogenous lymphoid tissues is now possible with single-cell/single-nuclei RNAseq (scRNAseq/snRNAseq). In sc- and snRNAseq, the transcriptomic analysis occurs at the individual cell level, allowing cell types and states to be studied, and between cell type differences to be characterized [16]. Such technology has already been applied to study zebrafish and Atlantic salmon (*Salmo salar*) spleen to identify different immune cells [17]. To better understand the cellular landscape of the catfish spleen we generated a snRNAseq atlas for the channel catfish. The spleen atlas provides a profile for the various immune cell types in the spleen and can be used to study the expression of immune-relevant gene families.

## Materials and methods

### Tissue preparation

This study was carried out at the United States Department of Agriculture–Agricultural Research Service (USDA-ARS) Aquatic Animal Health Research Unit (AAHRU) and the use of fish in this study was approved by the Institutional Animal Care and Use Committee (IACUC) to ensure ethical use of research animals. The protocol conformed to USDA-ARS Policies and Procedures 130.4 and 635.1. Three channel catfish (~ 1 kg) were obtained from an earthen production pond and euthanized in a solution of MS-222 (300 mg/L, Syndel USA, Ferndale, WA) buffered with sodium bicarbonate for 10 min. The individual spleens were removed and placed into Petri dishes containing channel catfish media (cL-15), which is made of Leibovitz’s L-15 medium (ThermoFisher Scientific, Waltham, MA) adjusted to catfish tonicity with PenStrep glutamine solution (ThermoFisher Scientific) and 5% FBS (R&D, Minneapolis, MN) [18]. The spleens were first processed through a 70 μM cell sieve into Petri dishes (ThermoFisher Scientific) to achieve a single cell suspension and then further processed through a 40 μM cell sieve (ThermoFisher Scientific) into 50 mL Falcon tubes and cL-15 was added up to 10 mL. The splenic cell suspensions were centrifuged at 350 x g for 5 min, the supernatant was aspirated, and the cell pellet was resuspended in 10 mL of cL-15. This process was repeated two additional times, and the final cell pellet was resuspended in 15 mL of cL-15. Splenic cells were counted, and cell viability was assessed with Trypan blue using a TC-20 cell counter (BioRad, Hercules, CA). Whole, unfractionated spleen preparations from each of the three individuals (1.0 x 10^7^ cells) were pelleted and resuspended in 1 mL of freezing medium (90% FBS, 10% DMSO) in 2 mL CRYO.S cryogenic vials (Greiner Bio-One, Monroe, NC) and placed into a Mr. Frosty freezing container (ThermoFisher Scientific) at -80°C for 24 h. The cryogenic vials were then moved into liquid nitrogen storage until shipping to a service provider.

### Cell preparation to isolate individual nuclei

The following procedures (isolation of nuclei through the generation of raw sequencing data) were performed via a service provider (SeqMatic, Fremont, CA). Frozen cells were thawed in a water bath set to 28°C and added to 6 mL of cL-15. The cells were centrifuged at 1200 RPM for 5 min to form a pellet. The supernatant was removed, and the cells were resuspended with 1 mL of cL-15. Cell concentrations and viability were measured using a Countess II FL automated cell counter (ThermoFisher Scientific). A total of 2.5 x 10^6^ cells were transferred to new tubes and centrifuged at 300 x g for 5 min at 4°C, and the supernatant was removed. The cells were lysed by gently pipette mixing in 200 μL of lysis buffer and incubated for 1 min on ice. The lysis buffer consisted of 10 mM Tris-HCL (pH 7.4), 10 mM NaCl, and 3 mM MgCl_2_ (Millipore-Sigma, Burlington, MA).

The lysed cells were initially washed by pipette mixing with 800 μL of Nuclei Wash and Resuspension Buffer and centrifuged. The buffer contained 1% BSA (ThermoFisher Scientific), 0.2 U/μL RNase Inhibitor (Millipore-Sigma), and 1x PBS (Corning-Cellgro). The nuclei were washed two times using 1 mL of Nuclei Wash and Resuspension Buffer, pelleted by centrifugation and the supernatant removed. Centrifugation for washing steps were carried out at 500 x g for 10 min at 4°C.

The quality of the nuclei was checked by resuspending with 100 μL of Nuclei Wash and Resuspension Buffer with Ethidium Homodimer-1 dye (Millipore-Sigma). The nuclei concentration was diluted to the target concentration required for library preparation.

### Library construction

The single-nuclei RNA-seq libraries were prepared and constructed using the Chromium X Instrument (10x Genomics, Pleasanton, CA) and the Chromium Next GEM Single Cell 3’ GEM Kit v3.1 (10x Genomics) following the manufacturer’s protocol. Briefly, the individual nuclei were partitioned to produce gel beads-in-emulsion (GEMs). The GEMs were generated by loading the nuclei in master mix, barcoded Single Cell 3’ v3.1 Gel Beads, and partitioning oil onto Chromium Next GEM Chip G. The Gel Beads was dissolved to release the primers and incubated to produce barcoded full-length cDNA. The cDNA was cleaned to removed left over reagents using Dynabeads MyOne SILANE (ThermoFisher), then amplified via PCR. Optimal sized cDNA amplicons were selected using SPRIselect (Beckman Coulter, Brea, CA) and Illumina indexes and adapters were added via end repair, A-tailing, adaptor ligation, and PCR. Sample quality was checked using a TapeStation (Agilent Technologies, Santa Clara, CA) with the TapeStation High Sensitivity D1000 ScreenTape (Agilent Technologies). The three cDNA samples were multiplexed and sequenced using the Illumina NovaSeq X Plus sequencer (San Diego, CA). The raw sequencing data was demultiplexed using Cell Ranger (v.5.0.0) `cellranger mkfastq`and data provided to the USDA-ARS-AAHRU.

### Data demultiplexing, trimming, filtering and normalization

Prior to snRNAseq data analyses, annotation of the channel catfish reference genome assembly (Coco_2.0, NCBI Accession number GCF_001660625.3) was manually curated. The annotation for IgM (ighm) was missing from the reference genome, and IgD (ighd) was annotated to include *ighm*. The reference genome annotation file (GCF_001660625.3_Coco_2.0_genomic.gtf) was adjusted to include an annotation for *ighm* (chr2:17077000–17085528) based on the channel catfish genomic DNA sequence of the IgM heavy chain (NCBI Accession number X52617.1), including four exons encoding CH1-4 and two exons encoding the transmembrane (TM) domains [19,20]. The annotation for *ighd* (NCBI Accession number XM_053677651.1) had exons (exon 1 and exon 2) that did not correspond with constant domains 1–7 or TM domains (NCBI Accession number AF363448) [10], and exon 2 overlapped with the *ighm* CH1 domain. Therefore, *ighd* was altered to the range chr2:17085529–17097451 and exon 1 and exon 2 removed.

A Cell Ranger compatible channel catfish reference genome was built using the reference assembly with the modified GTF file using `cellranger mkref`. Sequences were trimmed, aligned to the reference assembly, filtered, and counted to generate feature-barcode matrices.

The individual spleen samples were filtered further and normalized using Seurat (v.5.0.1) [21]. Cells with number of expressed genes < 200 and > 4,000, and cells that had expression from mitochondrial genes > 5% were removed from the data. The data was normalized using the global-scaling normalization method, whereby feature expression for each cell is normalized by the total expression, multiplied by 10,000 and log transformed.

### Cluster analysis

The dimensionality of the data was analyzed by principal component analysis (PCA). Prior to PCA, the expression data was scaled so that the mean expression across cells was 0, and the variance was 1. An elbow plot of the PCA standard deviations and observation of genes in PCAs was used to determine the number of dimensions used to generate clusters.

Cluster analysis was carried out on individual samples and on integrated (aggregated) samples. Samples were integrated using the `merge`, `integrate`and `join`functions in Seurat. Clusters were generated through a graph-based approach using the `FindNeighbors`and `FindClusters`functions in Seurat. Briefly, a K-nearest neighbor (KNN) graphing approach identified cells with similar gene expression patterns, and the Louvain algorithm was applied to identify clusters. The clusters were labelled as erythroid, hematopoietic stem cells (HSC), B cells, T/NK cells, myeloid-derived cells or endothelial cells depending on gene marker expression. Markers used to define cell type were obtained from the current literature. Differential gene expression analysis was carried out between clusters using `FindAllMarkers`.

### Cell trajectory analysis

The trajectory analysis was conducted using Monocle 3 (v1.3.7) [22]. The Seurat object containing cluster information was converted to a cell data set object using SeuratWrappers (v0.3.5). The function `learn_graph`was used to predict the trajectory, and `order_cells`was used to determine the pseudotime of each cell. The trajectory and pseudotime were plotted onto the UMAP of clusters.

## Results and discussion

### Data quality

The snRNAseq libraries of each spleen from three individual channel catfish were termed SP1, SP2, and SP3. 

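Nuclei of whole spleens from 3 adult channel catfish were sequenced as 1 droplet library per fish. Each library counts RNA from its 3' end, with a unique molecular identifier (UMI) per molecule. The authors aligned the reads to the catfish genome with Cell Ranger 5.0.0 and counted UMIs in each barcode it called as a cell. The deposited values are raw UMI counts, with no normalization and no cell type labels. The 3 libraries hold 19580142 UMIs in SP1, 6237346 in SP2 and 33908815 in SP3, over 24351 barcodes. Clusters were rebuilt from these counts with Seurat 5.3.0, with the 3 fish integrated and with the genes that the text names for a cluster left out of the clustering. A rebuilt cluster was called erythroid-like, B-like, T/NK-like, HSC-like, myeloid-like or endothelial-like from the markers of Table 2. It was matched to a cluster of the paper through those genes of the supplementary tables that the text does not name for that cluster. Some of these genes are named in the text for another cluster. Counts were summed per fish over the nuclei of a class or cluster and over the other nuclei, and both sums were compared with edgeR's quasi-likelihood test with the fish as a block, at an adjusted p of 0.05. A fish with under 10 nuclei on either side was left out, and a comparison with 1 fish left was not tested. Where another setting of the processing changed the clusters, a value for a cluster or subcluster comes from its match under that setting. Such a match may hold other nuclei. Levels are CPM, counts relative to the library total after TMM normalization. The classes were made from the same counts, so their p-values do not account for that choice, and the Table 2 markers describe a class rather than test it. Some gene lists hold such markers, namely alas2, slc4a1a, sptb, gata2b, cd79b, ifng1 and grna. Their calls in their own class are no test either, though they are counted with their lists.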

The summary statistics of the splenic snRNAseq transcriptome libraries, before filtering, generated an average of 278,717,872 reads from a mean 8,157 cells (Table 1). Filtering was carried out to remove cells likely to be non-viable, identified by higher mitochondrial DNA counts (> 5%), and from cells likely to be doublet/multiplet indicated by high molecule/feature counts. 

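In SP1, 6305 of 7748 barcodes passed a filter of at least 200 and at most 4000 genes and at most 5% of UMIs from the 37 mitochondrial genes, which is 81.4% (exact 95% interval 80.5 to 82.2). In SP2, 3577 of 5140 passed (69.6%, 68.3 to 70.8), and in SP3, 9620 of 11463 (83.9%, 83.2 to 84.6). Mitochondrial UMIs were over 5% in 1431 barcodes of SP1, 1561 of SP2 and 1828 of SP3, while 135 barcodes in all had under 200 genes and 33 had over 4000. SP2 was the shallowest library, with a median of 837 UMIs per kept nucleus against 1840 in SP1 and 2521.5 in SP3. Hemoglobin genes, which carry oxygen in red blood cells, took 36.4% of the UMIs of SP1 and 37.9% of SP3, but 5.87% of SP2. Without the mitochondrial limit, 7685, 5108 and 11390 nuclei would pass in SP1, SP2 and SP3.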

After filtering, 81.4%, 69.6% and 84.0% of cells remained for SP1, SP2, and SP3, respectively.

**Table 1:** Summary statistics of single-nuclei transcriptome libraries (SP1, SP2, SP3) generated from catfish spleens (n = 3). The data were initially filtered to remove barcodes not associated with cells using Cell Ranger and further filtering was carried out using Seurat to remove multiplets and cells with > 5% reads aligned to mitochondrial genes. The individual libraries were integrated for combined cluster analysis in Seurat.

Sample	Output	SP1	SP2	SP3	Seurat Integrated Samples
Number of Reads	Cell Ranger ^a^	198,304,083	215,231,958	422,617,575	
Median Number of Reads/Cell	Cell Ranger ^a^	25,591	42,037	36,423	
Q30 Bases in RNA Reads	Cell Ranger ^a^	95.0%	93.6%	95.2%	
Confident Alignment to Reference Transcriptome	Cell Ranger ^a^	48.4%	47.7%	42.1%	
Estimated Number of Cells	Cell Ranger ^a^	7,749	5,120	11,603	
	Seurat ^b^	6,305	3,564	9,744	19,613
Number of Features Detected	Cell Ranger ^a^	25,591	22,692	23,1456	
	Seurat ^b^	19,094	19,224	20,121	20,121
Median Number of Features/Cell	Cell Ranger ^a^	647	554	733	
	Seurat ^b^	649	532	737	665

^a^ The data were initially filtered to remove barcodes not associated with cells using Cell Ranger.

^b^ The data after filtering using Seurat.

The individual cluster analyses identified 11 to 12 clusters for SP1, SP2, and SP3, which are numbered sequentially in order of cell number in each cluster per individual (Fig 1). The numbering does not necessarily indicate that clusters with the identical numbering between samples are the same cell type. The ten most differentially expressed gene markers were identified for individual clusters (S1 Table). Cell clusters for each library were defined when a similar number of clusters, and cluster-size distribution were identified, and an initial cell identification was proposed based on the expression of canonical genes from known cell types (Fig 1 and S1 Table). To identify cell types within the spleen libraries, genes identified from single-cell analyses of different vertebrate species (mammalian and teleost) were used as a reference (Table 2). Ultimately, the individual sample libraries were integrated into one dataset for cluster analysis and cell type identification. Except for one cluster, cells from all three samples contributed to the clusters in the integrated single-cell data set (S1 Fig).

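In the rebuilt data, 17 of 18 clusters held nuclei of all 3 fish. The exception was cluster 14, with 97 nuclei of which 2 came from SP1, none from SP2 and 95 from SP3. It was left without a class, because the depth of its nuclei was under 1/3 of the median of their fish and none of its 10 leading genes was a marker of its best class. Other clusters also drew unevenly on the fish: SP3 gave 83.5% of the 266 nuclei of cluster 11 (B-like), and SP1 gave 73.6% of the 53 nuclei of cluster 15 (myeloid-like).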

**Fig 1:**
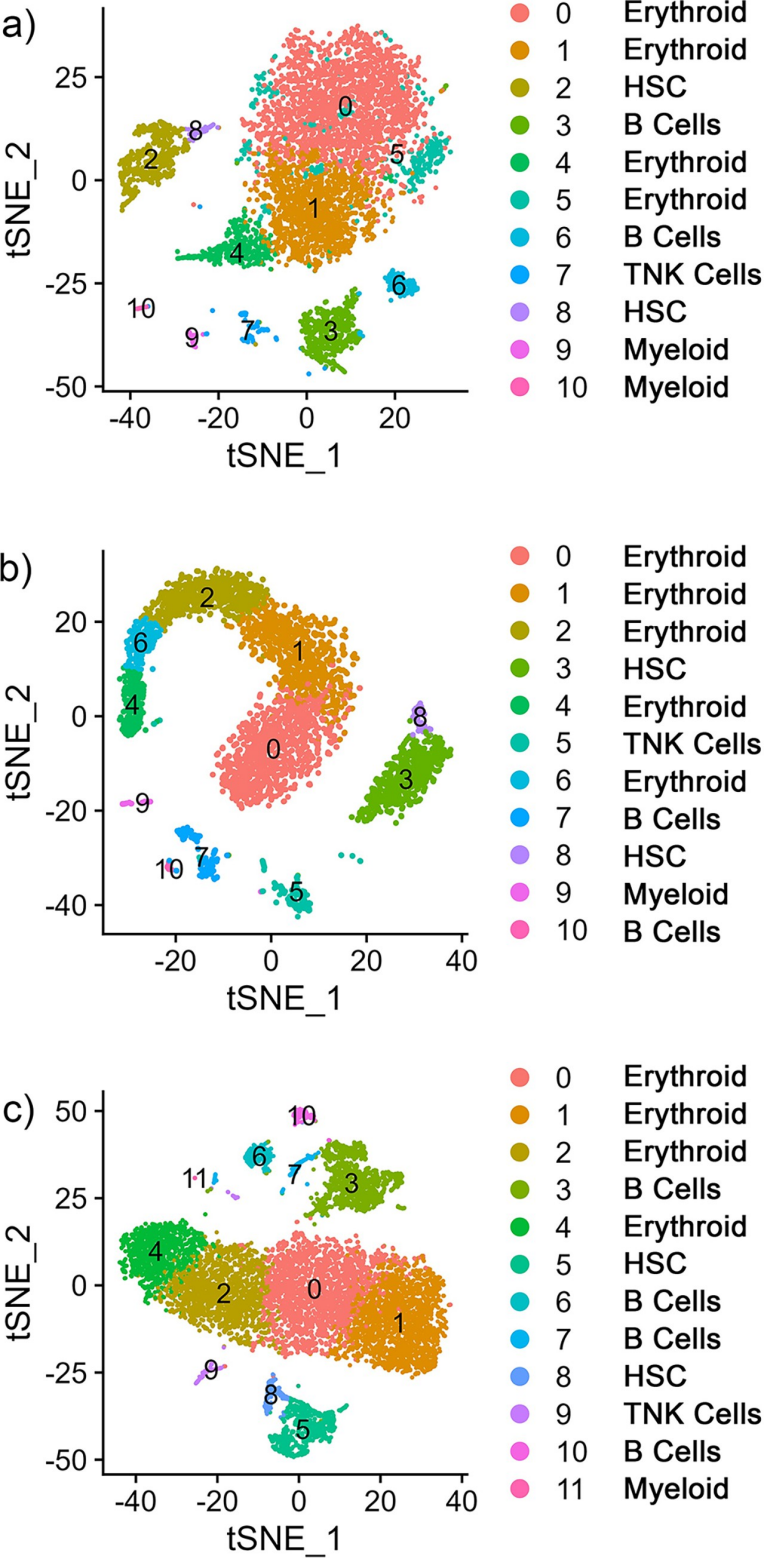
Single-nuclei transcriptomes of whole spleen samples from channel catfish (*Ictalurus punctatus*). Cluster analysis was performed on individual samples (a) SP1 (b) SP2 (c) SP3. Clusters are depicted as tSNE plots and cell-markers are used to classify clusters as erythroid cells, HSC, B cells, T/NK cells, and myeloid lineage cells.

**Table 2:** Features used to identify each cell type among different clusters.

Population	Feature	Reference
Erythroid cells	*slc4a1a*, *alas2*, *sptb*, *hemgn*	[6,23,24]
B cells	*pax5*, *cd79b*, *cd37*, *ighd*, *ighm*	[6,25]
T/NK cells	*lck*, *runx3*, *ifgn1*, *il7r*	[6,26,27]
HSC	*meis1b*, *mpl*, *runx1*, *gata2b*	[6,28–30]
Myeloid cells	*adgrg3*, *nccrp1*, *mpeg1*.*1*, *grna*	[6,31]
Endothelial cells	*cdh5*, *kdrl*, *pecam1a*, *akap12b*	[6,32]

### Cell populations in the channel catfish spleen

Cluster analysis of the aggregated spleen library yielded 17 clusters which were defined in the tSNE (Fig 2A) and heat map (S2 Fig). 

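The 19502 kept nuclei fell into 18 rebuilt clusters at a resolution of 0.6, over 1879 variable genes, the nearest to the number of 17 that a grid from 0.1 to 2 gave. Of these clusters, 6 were erythroid-like, 4 HSC-like, 3 B-like, 2 myeloid-like, 1 T/NK-like and 1 endothelial-like. Between them, 9 of the 17 clusters of the paper had a match (clusters 1, 2, 3, 8, 9, 10, 13, 15 and 16), and for the others values are given for the whole class. Of 42 genes that the text names for 7 matched and tested clusters, counting a gene at each cluster, 36 were higher there, 4 were lower and 2 did not pass the test. Higher genes numbered 63 with no filter on nuclei and 57 with the top 5% of Scrublet scores left out, a setting chosen after the data were seen. Other clusters had a match under both.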

Expression of 25 canonical gene markers defined these different clusters (Fig 2B and Table 2). 

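Erythroid-like nuclei were the largest class in every fish, at 74.1% of nuclei in SP1, 71.6% in SP2 and 71.6% in SP3. In all there were 14118, or 72.4 ± 1.47% of the nuclei of a fish (SD, n = 3 fish). The share was 61.0% when no filter on nuclei was applied.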

The majority of identified cells (14,353; 73.0%), consisting of six clusters, expressed erythroid markers. 

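Among the other classes, B-like nuclei (2508 nuclei) were 12.9% and HSC-like nuclei (2066 nuclei) 10.6% of all nuclei pooled. By the mean over fish the order was the other way round, with 11.7 ± 3.96% HSC-like and 11 ± 5.63% B-like nuclei (SD, n = 3 fish). T/NK-like nuclei (395 nuclei, 2.38 ± 1.21%, SD, n = 3 fish) and myeloid-like nuclei (284 nuclei, 1.74 ± 0.909%, SD, n = 3 fish) were rarer. B-like nuclei ranged from 5.26% in SP2 to 16.5% in SP3, with 11.6% in SP1. The HSC-like share was 16.2% in SP2 and 8.71% in SP3. With no filter on nuclei, the T/NK-like share was 7.77% and the myeloid-like share 5.70%. Depth differed between classes, from a median of 980.5 UMIs in HSC-like to 4662 in myeloid-like nuclei.

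**Figure D1:**
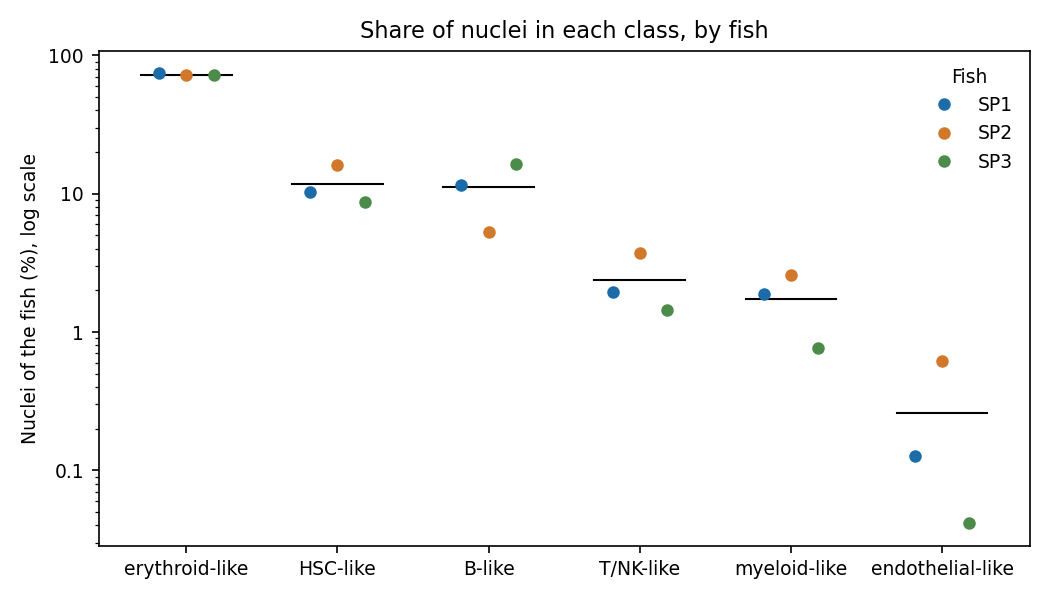
Percent of each fish's nuclei (log scale) in each of 6 cell classes. Points are the 3 fish and black lines their mean. The erythroid-like points lie together, at a mean of 72.4%, while the B-like points are spread, with an SD of 5.63.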

The immune cell markers further defined hematopoietic stem cells (HSC, 2,065; 10.5%), B cells (2,469; 12.5%), T/Natural Killer (NK) cells (461; 2.35%) and myeloid lineage cells (234; 1.19%). Thirty-one cells expressing endothelial markers were also identified (S2 Table and S2 Fig).

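The rebuilt endothelial-like class held 34 nuclei, 8 from SP1, 22 from SP2 and 4 from SP3. They were 0.174% of all nuclei (exact 95% interval 0.121 to 0.244), at a median of 3674 UMIs. Without replicate 2 no endothelial-like class was found.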

**Fig 2:**
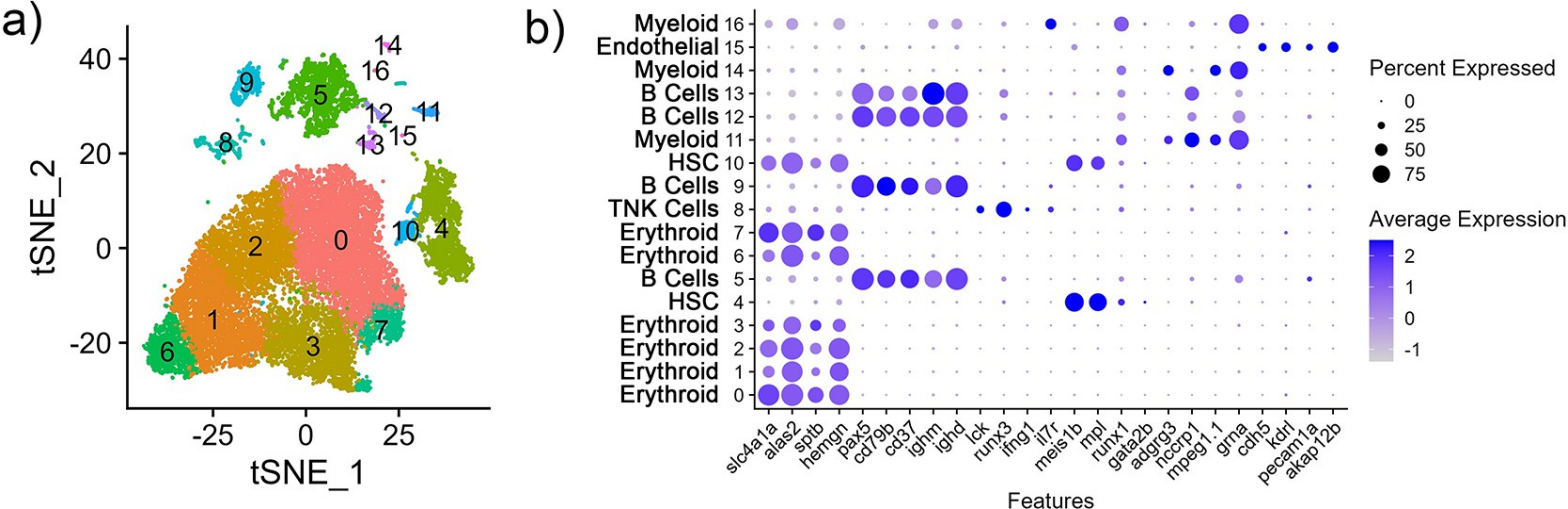
Cluster analysis of integrated nuclei transcriptome of spleen (n = 3) from channel catfish. Cluster analysis identified sixteen cell clusters. (a) tSNE plot (b) Average expression (z-score) of cell type markers (x-axis) for each cluster (y-axis). The size of the dot represents the percentage of cells per cluster contributing to expression. Cell type was assigned to clusters based on the expression of canonical cell markers (Table 2).

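Erythroid-like nuclei were marked by slc4a1a, which encodes the anion exchanger of the red cell membrane, at 1856 ± 233 CPM (SD, n = 3 fish), against 142 ± 47.2 CPM in the other nuclei. Also higher were alas2, the first enzyme of heme synthesis in red cells (4862 ± 2488 CPM (SD, n = 3 fish) against 390.4 ± 253 CPM), sptb, the beta spectrin of the membrane skeleton, and hemgn (hemogen). Their log2 fold changes were 3.76 for slc4a1a, 3.70 for alas2, 3.18 for sptb and 3.52 for hemgn, each higher in 3 of 3 fish, with adjusted p of at most 1.0e-06 from edgeR. Of 8 heme synthesis genes fixed beforehand, 8 were higher, also when adjusted over the list alone. They included uros (log2 fold change 3.15) and ppox (2.92) at the top and alad (1.11) at the bottom. Of 13 genes of the erythrocyte membrane skeleton, 10 were higher and 3 were lower, also when adjusted over the list alone. Here rhd, a blood group antigen gene, had 3.59, while mpp1 (-5.16) and ank1b (-2.59) were lower. In all, 4187 of 13730 genes tested were higher and 4381 lower, and with no replicate block 1886 were higher. The call ended for alad (log2 fold change 1.07) and ank1b (-2.73) with no replicate block. The size of the change moved for slc4a1a (log2 fold change 5.02), alas2 (4.63), sptb (4.15), hemgn (4.22), uros (3.93), ppox (3.58) and rhd (4.47) with the top 5% of Scrublet scores left out. The paper assigns each cluster to a cell type from the expression of canonical markers.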

The six erythroid clusters 0–3 and 6–7 had increased expression of *slc4a1a*, *alas2*, *sptb* and *hemgn*, and uniformly grouped together (Fig 2 and S2 Table). 

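Over all erythroid-like nuclei, since no rebuilt cluster matched cluster 0, the beta hemoglobin gene LOC108257039 was at 2328 ± 1826 CPM (SD, n = 3 fish) and at 164 ± 136 CPM in the other nuclei (log2 fold change 3.78, standard error 0.22, adjusted p = 8.1e-07 from edgeR). The biliverdin reductase gene blvrb (3.41), the alpha hemoglobin gene hbaa2 (3.66), the metallothionein gene mt2 (3.76) and urod, an enzyme of heme synthesis (2.22), were higher as well, each in 3 of 3 fish, with adjusted p of at most 1.6e-05. Rebuilt cluster 2 (3100 nuclei), which matched no cluster of the paper, had mt2, LOC108257039 and hbaa2 among its 10 leading genes. In it 8 of 8 heme synthesis genes were higher than in all other nuclei. Significance was lost for hbaa2 with no replicate block (log2 fold change 3.69). Other settings moved the value of LOC108257039 (log2 fold change 4.41) and blvrb (4.00) with no filter on nuclei and LOC108257039 (4.64), blvrb (4.17), hbaa2 (4.91) and mt2 (4.43) with the top 5% of Scrublet scores left out.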

Cluster 0 had significantly increased expression of blood related genes *LOC108257039* (hemoglobin subunit beta), *blvrb* (biliverdin reductase B), *hbaa2* (hemoglobin subunit alpha 2), *mt2* (metallothionein 2), and *urod* (uroporphyrinogen decarboxylase). In humans, *MT2A* is a negative regulator of erythroid differentiation [33]. The human orthologue of *blvrb* maintains redox homeostasis and is involved in directing cell fate of HSC to red blood cells [34]. The gene *urod* encodes an enzyme involved in heme production [35]. 

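Rebuilt cluster 4, which matched cluster 1, held 1849 nuclei. The repair enzyme gene pcmt was at 615 ± 173 CPM (SD, n = 3 fish) there and at 285 ± 128 CPM in all other nuclei, higher in 3 of 3 fish (log2 fold change 1.17, standard error 0.45, adjusted p = 0.039 from edgeR). Against the other erythroid-like nuclei alone, the log2 fold change of pcmt was 0.50 (adjusted p = 0.62 from edgeR) and did not pass the test. No call was left for pcmt with the top 5% of Scrublet scores left out (log2 fold change 1.07), with the named genes kept for clustering (0.96), without replicate 1 (0.73), without replicate 3 (0.91), with no filter on low counts (1.09) and with no replicate block (1.12).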

Cluster 1 has significantly increased expression of *pcmt* (protein-L-isoaspartate O-methyltransferase) which is involved in repair of red blood cells undergoing oxidative stress in mice [36]. Therefore, this cluster may represent red blood cells with oxidative stress. 

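In rebuilt cluster 1, which matched cluster 2, the beta hemoglobin gene LOC108257036 was at 29452 ± 11099 CPM (SD, n = 3 fish) and at 22216 ± 18415 CPM in all other nuclei. The alpha hemoglobin gene LOC108257041 was at 93883 ± 20522 CPM (SD, n = 3 fish) and at 74396 ± 67144 CPM. Neither difference passed the test (log2 fold change 1.05 and 0.89, adjusted p = 0.51 and 0.70 from edgeR). Against the other erythroid-like nuclei the log2 fold changes were 0.15 and 0.00.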

Cluster 2 cells significantly increased expression of hemoglobin subunits, *LOC108257036* (hemoglobin subunit beta) and *LOC108257041* (hemoglobin subunit alpha). The remaining genes highly expressed by this cluster have not been characterized. Cluster 3 cells have increased expression of *ank1a* (ankyrin 1), *sox6* (SRY-box transcription factor 6), *LOC108280488* (transferrin receptor), *ripor3*, *slc7a5* (Solute carrier family 7 member 5). Ankyrin is a protein that attaches to the cell membrane to maintain the membrane structure of erythrocytes [37]. *Sox6* is involved in erythroid maturation [38]. Human and murine orthologues of *slc7a5* control red blood cell size and maturation and absent in mature erythroid cells [39]. Therefore, Cluster 3 cells may represent immature erythroid cells. 

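Cluster 3 matched rebuilt cluster 14, for which only SP3 had enough nuclei, so its values come from 1 fish and were not tested. In SP3, CPM in this cluster and in the other nuclei were 3564 and 1337 for ank1a, 1752 and 772 for sox6, 5074 and 3417 for the transferrin receptor gene LOC108280488, 3443 and 1095 for ripor3 and 1631 and 664 for slc7a5. These rest on 232 to 672 UMIs per gene in the cluster.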

Cells in cluster Erythroid 6 was defined only by increased ribosomal protein expression. 

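No rebuilt cluster matched cluster 6, so ribosomal protein genes are given for all erythroid-like nuclei. The genes rpl36, rps26l, rps23, rpl11 and rps25 had log2 fold changes from -0.12 to 0.25 and did not pass the test (adjusted p from 0.34 to 0.91 from edgeR). Of 93 ribosomal protein genes in erythroid-like nuclei, 9 were higher, 14 were lower and 70 did not pass the test (8 higher and 12 lower when adjusted over the list alone). Rebuilt cluster 4, which scored best for cluster 6 but was matched to cluster 1, had a median log2 fold change of 1.15 over these genes against all other nuclei, with 90 of 92 not passing the test. In HSC-like nuclei 87 of 92 of these genes were lower (87 when adjusted over the list alone), and in B-like nuclei 67 of 93 were higher (77 when adjusted over the list alone). The test was passed for rps26l with no filter on nuclei (log2 fold change 0.64).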

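For cluster 7, which had no match, values are again for all erythroid-like nuclei. The transferrin receptor gene LOC108280488, which serves iron uptake, was at 4842 ± 1495 CPM (SD, n = 3 fish) against 462 ± 178 CPM, and ank1a, which ties spectrin to the membrane, at 2664 ± 1054 CPM (SD, n = 3 fish) against 260.1 ± 92.4 CPM. Log2 fold changes were 3.41 for LOC108280488, 3.38 for ripor3, 3.36 for ank1a and 3.60 for epb41b, each higher in 3 of 3 fish, with adjusted p of at most 1.5e-06 from edgeR. The difference changed in size for LOC108280488 (log2 fold change 4.37), ripor3 (4.53), ank1a (4.37) and epb41b (4.64) with the top 5% of Scrublet scores left out.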

Cluster 7 had increased expression of *slc4a1a*, *LOC108280488* (transferrin receptor), *ripor3*, *ank1a*, *sptb*, *blvrb* and *epb41b* (erythrocyte membrane protein band 4.1b).

Cluster 4 had increased expression of *itga2b* (integrin alpha 2b; also known as *cd41*), *meis1b* (meis homeobox 1) and *itgb3b* (integrin beta 3b; also known as *cd61*) which are genes known to be expressed by HSC (Table 2). 

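In HSC-like nuclei, taken together because cluster 4 had no match, itga2b and itgb3b, the chains of the fibrinogen receptor of thrombocytes and platelets, were at 2954 ± 322 CPM (SD, n = 3 fish) and 1755 ± 460.3 CPM (SD, n = 3 fish), against 45.4 ± 27.8 CPM and 30.7 ± 16.1 CPM in the other nuclei. The transcription factor gene meis1b was at 1666 ± 649 CPM (SD, n = 3 fish) against 17.2 ± 15.3 CPM. The log2 fold changes were 6.19 for itga2b, 6.88 for meis1b and 5.93 for itgb3b, each in 3 of 3 fish, with adjusted p of at most 5.2e-07 from edgeR. Of 19 thrombocyte genes fixed beforehand, 11 were higher, 4 were lower and 4 did not pass the test (12 higher and 4 lower when adjusted over the list alone). The highest were f13a1b, a clotting factor chain (5.63), rab27b (4.96) and plek (4.83), and the lowest alox12 (-2.24) and rgs18 (-3.63). Of 12 genes of blood progenitors, 6 were higher, 2 were lower and 4 did not pass the test, also when adjusted over the list alone. Among these, cd34 (7.10), gata2b (5.91) and erg (5.43) were higher and prom1a (-1.66) and ikzf2 (-3.66) lower. Of them gata2b is a Table 2 marker by which the class was named. Also higher were 7 of 14 endothelial genes, 2 of 2 of stroma and smooth muscle and 9 of 12 of proliferation (7, 2 and 9 when adjusted over the list alone). Against the other non-erythroid nuclei alone, 10 of 19 thrombocyte genes were higher and 3 lower, 5 of 13 progenitor genes higher and 3 lower, 7 of 11 endothelial genes higher and 1 lower (3 lower when adjusted over the list alone) and 1 of 1 of stroma higher, and 18 of 18 proliferation genes did not pass the test. The test was not passed for prom1a with no replicate block (log2 fold change -1.64). Larger or smaller values were found for meis1b (log2 fold change 6.27), itga2b (5.57), f13a1b (4.66), rgs18 (-2.90) and cd34 (5.50) without replicate 3, itga2b (5.56), f13a1b (5.01) and prom1a (-2.52) with no filter on nuclei, ikzf2 (-4.39) with the top 5% of Scrublet scores left out, ikzf2 (-3.08) with no integration, and ikzf2 (-2.86) without replicate 1.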

*Itga2b/itgb3b* are used as a marker for HSC in teleost fish [40,41] and other species [42–44]. The expression of the transcription factor *meis1b* has been detected in HSC isolated from zebrafish kidney [45], and was shown to be important for the maintenance of adult mouse HSC [46]. 

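Cluster 10 matched rebuilt cluster 8, with 885 nuclei. The thrombopoietin receptor gene mpl was at 1652 ± 741 CPM (SD, n = 3 fish) there, against 106 ± 70.8 CPM in all other nuclei, and meis1b and runx1, a regulator of blood stem cells, were higher too. In log2 terms, the changes were 4.68 for meis1b, 4.06 for mpl and 2.87 for runx1. The erythroid genes slc4a1a, alas2, sptb and hemgn were lower in this cluster than in all other nuclei, most of which were erythroid-like, with -4.14 for slc4a1a, -4.70 for alas2, -2.27 for sptb and -3.69 for hemgn. Each gene had its direction in 3 of 3 fish, with adjusted p of at most 2.1e-10 from edgeR. The value depended on the setting for slc4a1a (log2 fold change -3.38) with no filter on nuclei, slc4a1a (-5.74), alas2 (-5.60), sptb (-3.19) and hemgn (-4.32) with the top 5% of Scrublet scores left out, alas2 (-3.61), hemgn (-2.53), meis1b (6.18) and mpl (6.39) with 30 and 20 components, alas2 (-3.98), hemgn (-2.61), meis1b (6.04) and mpl (6.17) with the named genes kept for clustering, alas2 (-3.51), hemgn (-2.24), meis1b (6.43) and mpl (6.60) without replicate 2, and mpl (3.38) with no integration.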

Cluster 10 (HSC) expressed both erythroid (*slca1a*, *alas2*, *sptb*, *hemgn*) and HSC markers (*meis1b*, *mpl*, *runx1*).

There are four clusters (Clusters 5, 9,12–13) that have expressed B cell markers *pax5*, *ighd*, *ighm*, *cd79b* and *cd37* (Fig 2B and S2 Table). 

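Over all B-like nuclei, pax5, the transcription factor gene that fixes B cell identity, was at 2431 ± 58.5 CPM (SD, n = 3 fish), against 20.0 ± 9.58 CPM in the other nuclei. The B cell receptor gene cd79b was at 631 ± 282 CPM (SD, n = 3 fish) against 5.57 ± 2.50 CPM. As log2 fold changes, these were 7.04 for pax5, 6.81 for cd79b, 6.52 for cd37 and 7.14 for ighd, each in 3 of 3 fish, with adjusted p of at most 8.3e-08 from edgeR. The gene ighm is not among the features counted, so the counts of ighd, the delta heavy chain gene, may hold ighm reads. Of 14 genes of B cell receptor signalling, 13 were higher, none was lower and 1 did not pass the test, also when adjusted over the list alone. The early B cell factor gene ebf1a (7.00) and the receptor chain gene cd79a (5.84) were among the higher genes, bcl6ab had 1.08, and cd83 (0.44) did not pass. A call was made for cd83 without replicate 2 (log2 fold change 0.75) and without replicate 3 (0.77). Of 12579 genes tested, 2894 were higher and 3151 lower, and 1465 and 1393 with no replicate block. The adjusted p no longer passed for bcl6ab with no filter on nuclei (log2 fold change 0.55), without replicate 1 (0.88), without replicate 3 (1.15), with DESeq2 (1.02) and with no replicate block (1.15). A different size was found for pax5 (log2 fold change 6.30), cd79b (6.16), ebf1a (5.97) and cd79a (4.99) with no filter on nuclei, cd37 (5.87) and ighd (6.50) without replicate 1, and cd79a (5.14) without replicate 3.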

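Cluster 9 matched rebuilt cluster 9 (445 nuclei), where log2 fold changes against all other nuclei were 3.37 for pax5, 2.21 for ighd, 3.32 for LOC108259908 and 2.29 for nr4a1, in 3 of 3 fish and with adjusted p of at most 1.5e-04 from edgeR. The immunoglobulin gene LOC108259908 was at 3364 ± 1986 CPM (SD, n = 3 fish) against 448 ± 377 CPM. For cluster 5, which had no match, the values over all B-like nuclei were 7.15 for LOC108259908 and 3.78 for nr4a1, a nuclear receptor gene that responds to receptor signals. In rebuilt cluster 9, the call ended for ighd (log2 fold change 2.19) with DESeq2 and ighd (1.41), LOC108259908 (2.91) and nr4a1 (2.16) with no replicate block. In the match of cluster 9 without replicate 2, the size of the change moved for pax5 (log2 fold change 2.75), ighd (1.14) and LOC108259908 (2.71). In all B-like nuclei, other settings moved the value of LOC108259908 (log2 fold change 6.55) and nr4a1 (2.71) with no filter on nuclei.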

Clusters 5 and 9 have *pax5*, *ighd*, *LOC108259908* and *nr4a1* (nuclear receptor subfamily 4 group A member 1) among their most highly expressed genes. *LOC108259908* is assigned to an Ig heavy chain Mem5-like gene in the current channel catfish genome assembly (Coco_2.0), but likely represents an IgL gene segment based on BLAST analysis [47,48]. *Pax5* and *ighd* are canonical B cell genes [49,50] and *nr4a1* is expressed in a wide variety of immune cells, including macrophages, but, in mice, functions to restrain immunodominance of B and T cells when diverse clonal population compete in the germinal center (GC) [51,52]. In the apparent absence of GC in teleost fish perhaps it is more important in regulating the formation or maintenance of melano-macrophage centers [53,54]. Cluster 5 also had increased expression of *ebf1b* (early B cell transcription factor 1b), *LOC108261469* (immunoglobulin kappa constant-like) and *pou2af1* (POU class 2 homeobox associating factor 1). In teleost, *ebf1b* is expressed by the common lymphoid progenitor, pro-B cells and pre-B cells and drives early B cell commitment [49]. This suggests that the cells in Cluster 5 could represent a nascent B cell lineage. 

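Over all B-like nuclei, as cluster 5 had no match, the light chain gene LOC108261469 was at 3871 ± 5419 CPM (SD, n = 3 fish) against 28.5 ± 40.8 CPM in the other nuclei. The early B cell factor gene ebf1b was at 1158 ± 391 CPM (SD, n = 3 fish) against 15.6 ± 15.5 CPM, and pou2af1, a coactivator of immunoglobulin genes, at 648 ± 289 CPM (SD, n = 3 fish) against 4.32 ± 1.80 CPM. Changes on the log2 scale were 6.62 for ebf1b, 7.01 for LOC108261469 and 7.2 for pou2af1 in 3 of 3 fish, with adjusted p of at most 1.3e-08 from edgeR. The difference changed in size for LOC108261469 (log2 fold change 6.28) and pou2af1 (6.34) without replicate 3 and pou2af1 (6.48) with no filter on nuclei.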

Cluster 9 also had increased expression of *LOC108267808* (LYN proto-oncogene) and *cd79b*. 

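In rebuilt cluster 9, the LYN kinase gene LOC108267808 was at 1094 ± 235 CPM (SD, n = 3 fish) against 81.8 ± 40.0 CPM in all other nuclei (log2 fold change 3.81, standard error 0.28, adjusted p = 3.1e-10 from edgeR). The receptor gene cd79b was at 1188 ± 586 CPM (SD, n = 3 fish) against 105 ± 74.6 CPM (log2 fold change 3.77, standard error 0.28, adjusted p = 4.6e-10 from edgeR). Both were higher in 3 of 3 fish. Larger or smaller values were found for cd79b without replicate 2 (log2 fold change 3.19).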

Expression of *LYN* and *cd79* have been shown to be important for B cell receptor formation, maturation, and survival [55,56].

The remaining B cell clusters, 12 and 13, have higher expression of *fabp3* (fatty acid binding protein 3) and *mki67* (marker of proliferation Ki-67). In mice, *fabp3* is expressed in activated B cells and promotes the development of plasma cells [57]. *MKI67* expression was increased in human bone marrow plasmablasts [58]. 

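Rebuilt cluster 11 matched cluster 13 and drew most of its nuclei from SP3. The fatty acid binding protein gene fabp3 was at 518 ± 395 CPM (SD, n = 3 fish) there against 39.1 ± 30.2 CPM in all other nuclei, higher in 3 of 3 fish (log2 fold change 3.76, standard error 0.51, adjusted p = 1.4e-11 from edgeR). The proliferation gene mki67 was at 164 ± 142 CPM (SD, n = 3 fish) against 6.86 ± 3.49 CPM, higher in 2 of 3 fish (log2 fold change 4.52, standard error 0.50, adjusted p = 1.2e-16 from edgeR). Rebuilt cluster 11 also scored best for clusters 5 and 12, so it may hold cells of more than 1 of the paper's clusters. Over all B-like nuclei, used for cluster 12, which had no match, log2 fold changes were 3.95 for fabp3 and 2.52 for mki67, both in 3 of 3 fish. Where a setting changed the clusters, values are for the cluster then matched to cluster 13, which may hold other nuclei. Without replicate 3 the fabp3 value was -9.38 in this match, and 2.64 in B-like nuclei. In the match, significance was lost for mki67 without replicate 1 (log2 fold change 0.06). In the match, the direction turned for mki67 with Scrublet's own calls left out (log2 fold change -0.14), at a resolution of 0.8 (-0.14) and without replicate 3 (-0.43). In all B-like nuclei, the sign changed for mki67 without replicate 3 (log2 fold change -1.50).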

The expression of *fabp3* and *mki67* indicates that these cells may have differentiated from B cells to plasmablasts. 

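In B-like nuclei as a whole, the formin gene diaph3, which acts on actin, was at 43.7 ± 33.7 CPM (SD, n = 3 fish) against 20.4 ± 8.98 CPM in the other nuclei (log2 fold change 1.32, standard error 0.42, adjusted p = 0.019 from edgeR). The ATP synthase gene atp5mc1 was at 31.1 ± 29.8 CPM (SD, n = 3 fish) against 10.9 ± 6.62 CPM (log2 fold change 1.53, standard error 0.41, adjusted p = 0.0064 from edgeR). Each was higher in 2 of 3 fish. No call was left for diaph3 (log2 fold change 1.03) and atp5mc1 (1.19) with DESeq2 and diaph3 (1.18) and atp5mc1 (1.63) with no replicate block. The direction turned for diaph3 (log2 fold change -1.98) and atp5mc1 (-0.26) without replicate 3. The value depended on the setting for diaph3 with no filter on nuclei (log2 fold change 2.27).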

The cells in Cluster 12 also have increased expression of *diaph3* (diaphanous-related formin 3) and *atp5mc1* (ATP synthase membrane subunit c locus 1). The human orthologues of *diaph3* and *atp5mc1* are expressed by human plasma cells [59]. The cells in Cluster 13 have increased expression of *pdia4* (protein disulfide isomerase family A, member 4), *selenom* (selenoprotein M), *spats2* (spermatogenesis associated serine rich 2), *hsp90b1* (heat shock protein 90 beta family member 1), *stt3a* (STT3 oligosaccharyltransferase complex catalytic subunit A), *ube2j1* (ubiquitin conjugating enzyme E2 J1), and *lman1* (Lectin, mannose binding 1). 

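In rebuilt cluster 11 (266 nuclei), genes of the endoplasmic reticulum were higher than in all other nuclei: hsp90b1, a chaperone, was at 276 ± 143 CPM (SD, n = 3 fish) against 11.8 ± 2.26 CPM, and pdia4, a disulfide isomerase, at 233 ± 174 CPM (SD, n = 3 fish) against 6.53 ± 2.71 CPM. Log2 fold changes were 5.08 for pdia4, 6.22 for selenom, 3.16 for spats2, 4.51 for hsp90b1, 2.72 for stt3a, 2.42 for ube2j1 and 3.69 for lman1, in 3 of 3 fish and with adjusted p of at most 1.2e-07 from edgeR. Of 25 genes of plasma cell secretion, 21 were higher, none was lower and 4 did not pass the test (21 higher and 1 lower when adjusted over the list alone). The top members were sdf2l1 (4.46), manf (4.02) and pdia6 (3.61), while ell2 (-0.56) and dnajb9a (-1.29) did not pass. The match to cluster 13 was made through other genes of the endoplasmic reticulum, such as creld2 and fkbp11, which also lead the cluster. The count therefore describes the cluster and is no test of it. Where a setting changed the clusters, the values that follow are for the cluster then matched to cluster 13. Without replicate 3, 1 gene of the list was higher, and 13 with no replicate block. The test was not passed for pdia4 (log2 fold change 1.01), spats2 (1.56), hsp90b1 (2.05), ube2j1 (0.61) and lman1 (0.70) without replicate 3. The sign changed for stt3a without replicate 3 (log2 fold change -0.67). A different size was found for pdia4 (log2 fold change 5.68), spats2 (4.32), hsp90b1 (5.28), stt3a (3.42), ube2j1 (3.04) and lman1 (4.29) without replicate 1, selenom (5.60) with no filter on nuclei, spats2 (4.28), hsp90b1 (5.26) and stt3a (3.49) with Scrublet's own calls left out, and spats2 (4.28), hsp90b1 (5.26) and stt3a (3.49) at a resolution of 0.8.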

In mice, it has been shown that *hsp90b1* acts as a chaperone to toll-like receptors and integrin molecules [60]. The human single cell type atlas indicates that *PDIA4*, *SELENOM*, *SPATS2*, *HSP90B1*, *STT3*, *UBE2J1* and *LMAN1* are expressed by human plasma cells [59].

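T/NK-like nuclei, which formed 1 cluster of 395 nuclei matched to cluster 8, had lck, the kinase of T cell receptor signalling, at 177 ± 130.4 CPM (SD, n = 3 fish), against 2.37 ± 1.37 CPM in the other nuclei, and the transcription factor gene runx3 at 865 ± 269 CPM (SD, n = 3 fish) against 25.9 ± 1.07 CPM. The log2 fold changes were 6.12 for lck, 5.01 for runx3, 7.00 for ifng1 and 4.01 for il7r, in 3 of 3 fish and with adjusted p of at most 2.3e-07 from edgeR. Of 10 genes of T cell receptor signalling, 10 were higher, also when adjusted over the list alone. The largest change was in bcl11bb (6.34), a T cell transcription factor gene, and the smallest in lcp2a (1.29). Of 6 genes of NK and cytotoxic cells, 6 were higher, also when adjusted over the list alone. They include faslg, a death ligand gene (7.55), and eomesa (5.98). Of 10684 genes tested, 1564 were higher and 1569 lower, against 811 and 380 with no replicate block, and 2872 were lower with no filter on nuclei. The adjusted p no longer passed for lcp2a with no replicate block (log2 fold change 1.26). The size of the change moved for ifng1 (log2 fold change 5.75), faslg (5.17) and eomesa (5.17) with no filter on nuclei and eomesa (5.36) without replicate 3.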

Cluster 8 expressed T cell markers *lck*, *runx3*, *ifng1* and *il7r* (Fig 2B and S2 Table). The most differentially expressed genes indicative of T cell function include *ptprc* (protein tyrosine phosphatase receptor type C), *runx3*, *fmnl1a* (formin like 1) and *arid5a* (AT-rich interaction domain 5A). 

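The leukocyte phosphatase gene ptprc (CD45) was at 1096 ± 119 CPM (SD, n = 3 fish) in rebuilt cluster 10. The formin gene fmnl1a was at 689 ± 57.6 CPM (SD, n = 3 fish) against 120.4 ± 23.0 CPM in all other nuclei, and arid5a at 543 ± 124 CPM (SD, n = 3 fish) against 82.8 ± 22.9 CPM. All were higher in 3 of 3 fish, with log2 fold changes of 2.49 for ptprc, 2.53 for fmnl1a and 2.73 for arid5a and adjusted p of at most 1.4e-05 from edgeR.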

*Ptprc* is expressed by most immune cells but is important for T cell development and signaling, and NK cell function [61–63]. *Runx3* is a transcription factor for T cell development [64]. In mice, *fmnl* was shown to be important for T cell migration through restrictive environments [65]. *Arid5a* directs differentiation of naive CD4^+^ T cells to inflammatory CD4^+^ T cells [66].

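Over the 2 myeloid-like clusters, mpeg1.1, which encodes a pore-forming protein of macrophages, was at 108 ± 34.7 CPM (SD, n = 3 fish) against 0.737 ± 0.386 CPM in the other nuclei, and grna, a granulin gene, at 448 ± 105 CPM (SD, n = 3 fish) against 43.9 ± 1.71 CPM. In log2 terms, the changes were 7.16 for adgrg3, 4.58 for nccrp1, 7.15 for mpeg1.1 and 3.32 for grna, in 3 of 3 fish and with adjusted p of at most 8.2e-07 from edgeR. Of 11 neutrophil genes, 11 were higher, also when adjusted over the list alone. These include mpx, the myeloperoxidase gene (7.82). Of 13 macrophage genes, 12 were higher, none was lower and 1 did not pass the test, also when adjusted over the list alone. Here the complement gene c1qa had 6.93. Of 15 dendritic cell genes, 13 were higher, none was lower and 2 did not pass the test (13 higher and 1 lower when adjusted over the list alone). In contrast, of 8 genes of plasmacytoid dendritic cells, 2 were higher, 3 were lower and 3 did not pass the test, also when adjusted over the list alone. Of 11007 genes tested, 2575 were higher and 2573 lower, the latter 1444 with no replicate block. Other settings moved the value of adgrg3 (log2 fold change 6.45), nccrp1 (3.91) and mpx (7.11) with no filter on nuclei, c1qa (7.96) with the named genes kept for clustering, and c1qa (7.77) without replicate 2.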

Clusters 11, 14 and 16 have increased expression of *adgrg3*, *nccrp1*, *mpeg1*.*1* and *grna* indicating that they likely belong to the common myeloid cell lineage (Fig 2B). 

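No rebuilt cluster matched cluster 11, and its genes are given over all myeloid-like nuclei. The macrophage growth factor receptor gene csf1rb was at 2912 ± 571 CPM (SD, n = 3 fish) against 9.40 ± 6.35 CPM in the other nuclei, and csf3r, the receptor gene for granulocyte growth factor, at 527 ± 110.0 CPM (SD, n = 3 fish) against 3.33 ± 2.51 CPM. As log2 fold changes, these were 6.76 for dbn1, 6.38 for foxp4, 5.93 for samsn1a, 8.47 for csf1rb, 5.51 for mafba and 7.53 for csf3r, in 3 of 3 fish and with adjusted p of at most 8.2e-07 from edgeR. The difference changed in size for dbn1 (log2 fold change 7.67), foxp4 (7.36), csf1rb (9.06) and csf3r (8.12) without replicate 2, foxp4 (5.69) and samsn1a (6.55) without replicate 3, foxp4 (5.59) with no replicate block, samsn1a (4.57) and csf3r (6.61) with no integration, samsn1a (4.51) and csf3r (6.58) with the named genes kept for clustering, and samsn1a (4.90) without replicate 1.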

Cluster 11 was defined by upregulated expression of myeloid-related genes such as *dbn1* (drebrin 1), *foxp4* (forkhead box P4), *samsn1a* (SAM domain, SH3 domain and nuclear localization signals 1), *csf1rb* (colony stimulating factor 1 receptor), *mafba* (MAF bZIP transcription factor B) and *csf3r* (colony stimulating factor 3 receptor). *Dbn1* is expressed by DCs and mast cells in mice and encodes drebrin which is an actin binding and stabilizing protein [67,68]. An *in vitro* study of *FOXP4* has shown that it may have a role in the inflammatory response of human neutrophils [69]. The *samsn1* mouse orthologue regulates inflammatory response of immune cells, including macrophages, mast cells and lymphoid cells [70]. In humans, *MAFB*, a transcription factor, is involved in cell fate of myeloid cells which can differentiate to either macrophages and DCs [71]. Lastly, *csf1r* encodes a receptor that regulates monocytes and macrophages in teleost species [72], and was demonstrated to promote the differentiation of myeloid progenitors into leukocytes such as monocytes, macrophages and DCs in human and mouse studies [73]. 

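Across the myeloid-like class, the lectin-like receptor gene LOC108266645 was at 475 ± 116 CPM (SD, n = 3 fish) against 8.70 ± 4.24 CPM in the other nuclei (log2 fold change 5.85, standard error 0.44, adjusted p = 1.5e-07 from edgeR). It was higher in 3 of 3 fish and rests on 908 UMIs in this class.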

*LOC108266645* (killer cell lectin-like receptor subfamily E member 1) is also highly expressed and may indicate pre-cursors to DCs are present in this group. Killer cell lectin-like receptors typically modulate DC and NK cell immune responses [74,75].

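Cluster 14 had no match either, and over all myeloid-like nuclei the receptor gene flt3, which acts in dendritic cell development, was at 295 ± 150.3 CPM (SD, n = 3 fish) against 8.68 ± 1.49 CPM. The axon guidance receptor gene plxna4 was at 267 ± 226 CPM (SD, n = 3 fish) against 4.87 ± 4.31 CPM. Changes on the log2 scale were 4.96 for flt3, 4.13 for fgd4a, 5.76 for plxna4, 6.40 for ppfibp2a and 3.97 for pak1, in 3 of 3 fish and with adjusted p of at most 7.9e-07 from edgeR. Larger or smaller values were found for flt3 (log2 fold change 5.60) and ppfibp2a (7.22) without replicate 1, flt3 (4.12) without replicate 3, and pak1 (3.29) without replicate 2.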

Cluster 14 had increased expression of myeloid-lineage genes *flt3* (fms related receptor tyrosine kinase 3), *fgd4a* (FYVE, RhoGEF and PH domain containing 4a), *plxna4* (plexin A4), *dbn1*, *ppfibp2* (ppfibp2a), *pak1* (P21 (RAC1) activated kinase 1). *Flt3* is involved in differentiation of myeloid progenitors into macrophages (mouse) and DCs [76,77]. The *pak1* mouse orthologue was shown to be involved with macrophage polarization [78]. Human orthologues of *fgd4a* and *ppfibp2* have expression in monocytes, and *plxna4* has expression in DCs. 

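Rebuilt cluster 13 matched cluster 16, but with 231 nuclei it holds most of the myeloid-like class. The immune receptor gene nitr6 was at 67.7 ± 51.9 CPM (SD, n = 3 fish) there against 0.622 ± 0.132 CPM in all other nuclei, and sting1, a sensor of cytosolic DNA signals, at 65.1 ± 50.0 CPM (SD, n = 3 fish) against 2.36 ± 1.26 CPM. Log2 fold changes were 4.34 for apol1, 4.90 for sting1, 3.99 for LOC108279184, 6.91 for nitr6 and 3.22 for ctss1, with adjusted p of at most 0.0058 from edgeR. The adaptor gene LOC108266986 was higher as well. LOC108279184 (tcf4) and ctss1 (cathepsin S) were higher in 2 of 3 fish and the others in 3 of 3. The call ended for ctss1 without replicate 3 (log2 fold change 1.53), with DESeq2 (1.95) and with no replicate block (3.07). The value depended on the setting for apol1 (log2 fold change 5.00), sting1 (6.63), LOC108279184 (5.75) and ctss1 (4.45) with 30 and 20 components, apol1 (3.75) without replicate 3, sting1 (5.92), LOC108279184 (4.99), nitr6 (5.00) and ctss1 (3.81) with no filter on nuclei, and sting1 (5.50) without replicate 1.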

Myeloid related genes that were upregulated in Cluster 16 were *apol1* (apolipoprotein L1), *sting1* (stimulator of interferon response cGAMP interactor 1), *LOC108279184* (transcription factor 4; *tcf4*), *LOC108266986* (TLR adaptor interacting with endolysosomal SLC15A4), *nitr6* (novel immune-type receptor 6) and *ctss1* (cathepsin S). There is some evidence that human *apol1* orthologues may be involved with DC cell death [79]. *Sting1* is a well-characterized transmembrane protein of the endoplasmic reticulum involved in inflammation and immune response to pathogens by producing type 1 interferons and pro-inflammatory cytokines [80]. Human *STING1* expression is detected in diverse immune cells, including macrophages, T cells and NK cells [59]. The human orthologue of *LOC108266986*, *TASL*, is involved in immune responses through the production of cytokines and chemokines, primarily in plasma cells, DCs and macrophages [81]. The human orthologue of *LOC108279184*, *TCF4*, has been shown to be expressed by human DCs [59] and important for plasmacytoid DC development [82]. *Nitr* family genes were first identified in pufferfish and do not have a human orthologue [83]. This family of genes are predicted to have similar functions to leukocyte receptor complex genes [84]. *Ctss1* encodes cathepsin S and reported to be expressed by macrophages, B cells and dendritic cells [85]. In *I*. *punctatus*, cathepsin S genes were upregulated in mucosal surfaces in response to bacterial infection [85].

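The endothelial-like class had enough nuclei in SP2 alone, so its values come from 1 fish and were not tested. In SP2, cdh5, the cadherin gene of vessel junctions, was at 98.6 CPM against 1.98 in the other nuclei, and kdrl, a receptor gene for vascular growth factor, at 247 against 43.9. CPM of pecam1a was 86.3 against 9.07 and of akap12b 1072 against 5.38. LOC108267310 was at 4055 CPM against 2.83, and calcrlb, a receptor gene of vessels, at 1689 against 8.22. Counts were as low as 7 UMIs for pecam1a and 8 for cdh5 within the class.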

Cluster 15 expressed endothelial marker genes *cdh5*, *kdrl*, *pecam1a*, *akap12b*, *znf521*, *calcrl*. These cells are most often associated with vascular and lymphatic development [86,87].

### Characterization of the immunome

To gain additional insight into the splenic immunome, the erythroid cells (Fig 2) were filtered from the integrated data and cluster analysis was again performed on the remaining 5,269 cells. This analysis identified 15 immune cell clusters (S3 and S4 Figs and S3 Table).

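With the erythroid-like and unnamed nuclei left out, 5287 nuclei of the rebuilt classes remained. Subclusters were built within each class from components computed on its own nuclei, 4 for HSC-like, 8 for B-like, 6 for T/NK-like and 5 for myeloid-like nuclei. Each was compared with the other nuclei of its class.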

Additional subclusters have been defined for HSC, B cells, T cells and myeloid cells. The archetype markers (Table 2) were used to validate the subcluster cell types and differential expression analysis identified the unique expression patterns of each subcluster.

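Within the HSC-like class, the rebuilt subclusters matched to HSC0, HSC1, HSC2 and HSC3 held 387, 48, 1203 and 428 nuclei. SP2 gave none of the nuclei matched to HSC0, 1 of those matched to HSC1 and 495 of those matched to HSC2, so the first pair rests on 2 fish. Of 42 genes that the text and its figure name for these subclusters, counting a gene at each, 15 were higher, 12 lower and 15 did not pass the test. Of the 12 lower, 7 were HSC genes in the HSC3-matched subcluster, where the paper too has them lower. The number of higher genes fell to 6 with no replicate block, to 7 without replicate 1, without replicate 3 or at a resolution of 0.8, and to 8 on the integrated components. Without replicate 1, without replicate 3 and on the integrated components 3 of the 4 had a match, so other genes were tested.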

HSC cells were further defined into 4 subclusters, HSC0 (932 cells), HSC1 (483 cells), HSC2 (371 cells), HSC3 (279 cells) using the top differentially expressed genes (Figs 3A and S5, S4 Table). 

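The thrombospondin gene thbs1b was the most abundant of the HSC genes, at 10339.8 ± 954 CPM (SD, n = 2 fish) in the HSC0-matched, 1919 ± 181 CPM (SD, n = 2 fish) in the HSC1-matched and 7918 ± 929 CPM (SD, n = 3 fish) in the HSC2-matched subcluster. Against the other HSC-like nuclei, mpl was higher in the HSC0-matched (log2 fold change 0.66) and HSC2-matched (0.72) subclusters and lower in the HSC1-matched one (-1.49). The replication gene pcna went the other way, with -2.06, -1.47 and 3.71. For meis1b the values were 1.01, 0.38 (not passed) and -0.48. These calls had their direction in every fish, but for pcna in the HSC2-matched subcluster, lower in 2 of 3. Adjusted p for mpl and pcna were at most 0.029 from edgeR. In the HSC1-matched subcluster, zfpm1, itga2b, cald1a, zeb2a and mef2aa did not pass. Its leading genes include the proliferation genes top2a, mki67 and cdk1, so it may not hold the paper's HSC1 cells, and its match under another setting may hold other nuclei. In the HSC0-matched subcluster, significance was lost for meis1b (log2 fold change 0.52), mpl (0.30) and pcna (-1.13) at a resolution of 0.8, meis1b (0.49), mpl (0.11) and pcna (-0.71) without replicate 1, meis1b (0.59), mpl (0.39) and pcna (-0.90) without replicate 3, mpl (0.41) with the top 5% of Scrublet scores left out, mpl (0.67) with DESeq2, mpl (0.46) with no filter on low counts, mpl (0.66) with no replicate block, and mpl (0.10) with subclusters built on the integrated components. In the HSC1-matched subcluster, no call was left for meis1b with 30 and 20 components (log2 fold change -0.28), at a resolution of 0.8 (-0.21), without replicate 1 (-0.36), without replicate 3 (-0.32), with DESeq2 (-0.49) and with no replicate block (-0.47). In the HSC1-matched subcluster, the direction turned for mpl (log2 fold change 0.17) with 30 and 20 components, mpl (0.51) and pcna (-1.20) at a resolution of 0.8, mpl (0.55) without replicate 1, and mpl (0.13) without replicate 3. In the HSC1-matched subcluster, a different size was found for pcna with 30 and 20 components (log2 fold change 2.41), without replicate 1 (2.50) and without replicate 3 (1.94). In the HSC2-matched subcluster, the test was not passed for mpl (log2 fold change 0.52) with the top 5% of Scrublet scores left out, mpl (0.55) at a resolution of 0.8, mpl (0.69) and pcna (-1.52) with no replicate block, and mpl (0.67) with subclusters built on the integrated components. In the HSC2-matched subcluster, the sign changed for pcna with subclusters built on the integrated components (log2 fold change 0.29).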

HSC0-2 seemed consistent in their expression of known HSC genes (Fig 3B–3L) [40,41]. HSC3 however had much less expression of these genes and an increased expression of genes often associated with erythroid-cell function such as *alas2* (5’-aminolevulinate synthase 2), *hbb* (hemoglobin subunit beta), *slc4a1a* (solute carrier family 4 member 1), and *LOC108257040* (hemoglobin subunit alpha) (S4 Table). This cluster also had increased expression of the erythroid markers *sptb* and *hemgn*. 

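In the HSC3-matched subcluster (428 nuclei), alas2 was at 2748 ± 1793 CPM (SD, n = 3 fish) against 60.0 ± 38.0 CPM in the other HSC-like nuclei, and the beta hemoglobin gene LOC108257036 at 22593 ± 18311 CPM (SD, n = 3 fish) against 193 ± 153 CPM. The log2 fold changes were 5.51 for alas2, 6.55 for LOC108257036, 6.25 for slc4a1a, 6.18 for LOC108257040, 2.85 for sptb and 2.41 for hemgn. The peroxidase gene gpx1b had 0.99, higher in 2 of 3 fish, and the rest were higher in 3 of 3. Of the HSC genes, meis1b (-0.86), mpl (-0.81), itga2b (-0.97), cald1a (-1.13), zeb2a, mef2aa and thbs1b were lower in 3 of 3 fish, and zfpm1 did not pass. Adjusted p for the genes called were at most 0.012 from edgeR. The adjusted p no longer passed for LOC108257040 (log2 fold change 6.57), hemgn (2.35), meis1b (-0.89), mpl (-0.78), itga2b (-0.97), cald1a (-1.13) and gpx1b (1.01) with no replicate block, meis1b (-0.67), mpl (-0.43), itga2b (-0.63), cald1a (-0.64) and gpx1b (0.86) with the top 5% of Scrublet scores left out, gpx1b (0.90) without replicate 1, gpx1b (0.86) without replicate 3, and gpx1b (0.89) with DESeq2. The size of the change moved for alas2 (log2 fold change 4.74), LOC108257036 (5.13), slc4a1a (5.59) and LOC108257040 (4.73) with the top 5% of Scrublet scores left out, alas2 (4.04), LOC108257036 (5.09), slc4a1a (4.79) and LOC108257040 (5.31) at a resolution of 0.8, alas2 (3.65), LOC108257036 (4.70), slc4a1a (3.62), LOC108257040 (4.45) and sptb (2.19) with subclusters built on the integrated components, LOC108257036 (5.95) and LOC108257040 (5.55) without replicate 1, and slc4a1a (7.34) and LOC108257040 (6.91) without replicate 2. Without replicate 3, zeb2a (-0.50) and thbs1b (-0.78) did not pass, and without replicate 2, thbs1b did not (-0.61).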

One hypothesis is that the HSC that express erythroid markers are erythroid progenitors. Hematopoietic stem and progenitor cells with erythroid marker expression have also been identified in the zebrafish spleen [6]. The authors suggested that these cells were potentially erythroid progenitors. Another hypothesis is that the erythroid markers represent partially differentiated cells that can develop into multiple cell lineages. 

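Erythroid genes rose together in 1 subcluster each of the HSC-like (matched to HSC3), B-like (B5) and T/NK-like (T4) nuclei. In the B5-matched subcluster, log2 fold changes against the other B-like nuclei were 4.03 for slc4a1a, 4.69 for alas2, 3.84 for hemgn and 4.31 for sptb, in 3 of 3 fish and with adjusted p of at most 3.4e-13 from edgeR. Of the genes higher in these subclusters than in the rest of their class, 937 of 958 (HSC), 803 of 810 (B) and 252 of 253 (T/NK) were also higher in erythroid-like nuclei than in that rest. Median UMIs were 1780 against 876, 3677 against 2474 and 3751 against 1984. Scrublet scores how much a nucleus resembles a simulated pair of nuclei. Its top 5% of scores held 61.2% of the HSC3-matched nuclei against 0.611% in the rest of the class, 43.3% against 2.04% for B5 and 17.4% against 3.56% for T4. Other settings moved the value of slc4a1a (log2 fold change 3.16), alas2 (3.65) and sptb (2.42) with subclusters built on the integrated components, alas2 (4.07) and sptb (3.34) with the named genes kept for clustering, alas2 (4.10) and sptb (3.16) without replicate 1, sptb (3.48) at a resolution of 0.8, and sptb (3.51) without replicate 2. The paper gives 3 hypotheses for cells with erythroid markers, namely erythroid progenitors, partial differentiation, or red cells that take part in immunity.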

The erythroid markers were common between three subclusters of cells for HSC, B cells, and T cells. Thus, since HSC differentiates to lymphocytes, the cells could be progenitors. A third hypothesis is that the erythroid-like cells are erythrocytes with immune functions. There is evidence of erythrocytes expressing some immune genes. In the case of Nile tilapia (*Oreochromis niloticus*), erythrocytes expressed interferon regulatory factors that were also expressed by leukocytes [88]. However, our data shows that the channel catfish erythroid-like cells have similarities with lymphocytes. 

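The subclusters with erythroid genes also carried the markers of their own class. In the B5-matched subcluster, 94.6% of nuclei had a UMI of pax5, 67.6% of cd79b and 70.6% of cd37, the last a B cell tetraspanin gene. In the T4-matched one, 61.6% had a UMI of runx3, 17.4% of lck and 3.49% of pax5. In the HSC3-matched one, 87.4% had a UMI of itga2b, 72.9% of meis1b, 64.3% of mpl and 2.57% of pax5. Erythroid-like nuclei had a UMI of pax5 in 2.24% and of lck in 0.290%.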

Additional investigation is required to further elucidate the classification of these cell subtypes.

**Fig 3:**
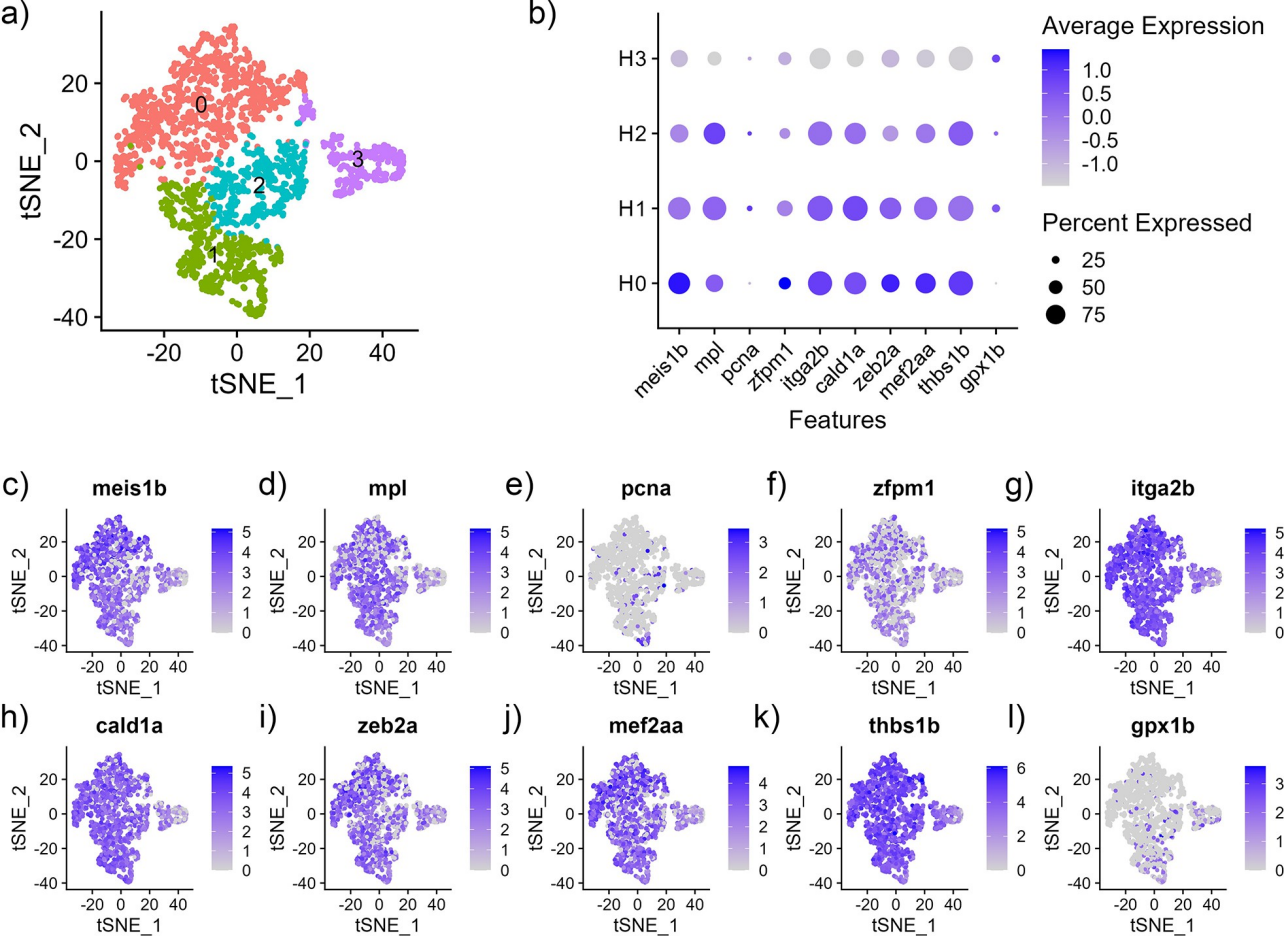
Subcluster analysis of hematopoietic (HSC) cells from the integrated nuclei transcriptome of spleen from channel catfish. (a) tSNE plot (b) Average expression (z-score) of cell type markers (x-axis) for each cluster (y-axis). The size of the dot represents the percentage of cells per cluster contributing to expression. (c-l) Feature maps of HSC gene expression on tSNE plots.

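The 2508 B-like nuclei gave 8 rebuilt subclusters, of which 6 matched B1, B3, B5, B6, B7 and B8, and none matched B0, B2 or B4. Unmatched subcluster 6 (43 nuclei) had the HSC genes thbs1b, itga2b and meis1b among its leading genes. Unmatched subcluster 7 (17 nuclei) was led by the complement genes c1qa, c1qc and c1qb, and both were kept in the class. Of 19 genes that the text names for the 5 matches with a test, counting a gene at each, 12 were higher than in the other B-like nuclei, none was lower and 7 did not pass. This number of higher genes was 4 without replicate 1, 20 without replicate 2, 3 without replicate 3 and 7 with no replicate block. The first and the last of these leave-outs take away SP1 and SP3, which hold most B-like nuclei (734 and 1586). Matched subclusters numbered 7 without replicate 1, 7 without replicate 2 and 5 without replicate 3, against 6, so the genes tested differ.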

Further examination of 2,469 splenic B cells identified 9 subclusters, B0-B8 (Fig 4A), wherein these subclusters have expressed the canonical B cell markers and further been defined using the top differentially expressed genes (Figs 4B and S6, S5 Table). Based on their gene expression we sought to identify different B cell lineage developmental stages [89,90]. In subcluster B1 (489 cells), *zeb2b* was most significantly expressed and in subcluster B4 (201 cells), *ebf1b* was the most significant (S5 Table). 

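In the B1-matched subcluster (918 nuclei), the transcription factor gene zeb2b was at 369 ± 53.4 CPM (SD, n = 3 fish) against 64.4 ± 24.4 CPM in the other B-like nuclei, higher in 3 of 3 fish (log2 fold change 2.58, standard error 0.25, adjusted p = 2.7e-22 from edgeR). B4 had no match, and ebf1b is given for all B-like nuclei with cluster 5. The difference changed in size for zeb2b with Scrublet's own calls left out (log2 fold change 1.98), with the named genes kept for clustering (1.99), without replicate 2 (1.92), without replicate 3 (1.9) and with subclusters built on the integrated components (1.46).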

Subclusters B1 and B4 also both had higher expression of *ikzf1* and *foxp1b* relative to the remaining cluster cells (Figs 4B and S7). These genes are well defined transcription factors required for early B cell differentiation [91,92]. 

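The early lymphoid factor genes ikzf1 and foxp1b were at 275 ± 28.3 CPM (SD, n = 3 fish) and 908 ± 214 CPM (SD, n = 3 fish) in the B1-matched subcluster, and at 186 ± 12.8 CPM and 422 ± 102 CPM in the other B-like nuclei. Their log2 fold changes of 0.58 and 1.11, positive in 3 of 3 fish, did not pass the test (adjusted p = 0.094 and 0.090 from edgeR). The test was passed for foxp1b with Scrublet's own calls left out (log2 fold change 0.61), at a resolution of 0.8 (0.62), without replicate 2 (0.57) and with DESeq2 (1.14).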

Subcluster B1 also had significantly highly expressed *ets1*, another known B cell development regulator [93]. 

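The lymphoid transcription factor gene ets1 was at 240.4 ± 133 CPM (SD, n = 3 fish) in the B1-matched subcluster against 152 ± 71.7 CPM in the other B-like nuclei, higher in 3 of 3 fish (log2 fold change 0.70, standard error 0.25, adjusted p = 0.038 from edgeR). The call ended for ets1 with Scrublet's own calls left out (log2 fold change 0.53), at a resolution of 0.8 (0.55), with the named genes kept for clustering (0.56), without replicate 2 (0.54), without replicate 3 (0.33), with DESeq2 (0.66), with no filter on low counts (0.67), with no replicate block (0.69) and with subclusters built on the integrated components (0.75).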

Taken together these results suggest that B1 and B4 likely represent an immature stage of B cell development in the spleen. In contrast, subclusters B2 (343 cells), B3 (288 cells) and B7 (124 cells) relative to the remaining clusters had higher expression of *il6r* and *cd40*, cell surface receptors, and *mycb*, a transcription factor [94,95]. 

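In the B3-matched subcluster (414 nuclei), the interleukin 6 receptor gene il6r was at 66.6 ± 26.7 CPM (SD, n = 3 fish) against 28.7 ± 14.5 CPM in the other B-like nuclei (log2 fold change 1.16, standard error 0.27, adjusted p = 0.0082 from edgeR), higher in 3 of 3 fish. The costimulatory receptor gene cd40 (0.46) and mycb (0.98), a growth regulator, did not pass there (adjusted p = 0.67 and 0.22 from edgeR). In the B7-matched subcluster, cd40 was higher at 822 ± 61.4 CPM (SD, n = 3 fish) against 476 ± 119.9 CPM (log2 fold change 0.83, standard error 0.29, adjusted p = 0.042 from edgeR), mycb had 0.31 and did not pass, and il6r had too few counts to be tested. B2 had no match. In the B3-matched subcluster, significance was lost for il6r without replicate 1 (log2 fold change 1.15), with DESeq2 (1.2) and with no replicate block (1.22). In the same subcluster, a call was made for cd40 (log2 fold change 0.60) and mycb (1.02) without replicate 2. In the B7-matched subcluster, no call was left for cd40 with DESeq2 (log2 fold change 0.81), with no filter on low counts (0.72), with no replicate block (0.79) and with subclusters built on the integrated components (0.59). The paper proposes that B1 and B4, unlike these, are at an immature stage.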

B3 also had higher expression of *cxcr4b* and the analysis of the most differentially expressed genes identified *LOC108280570* (*homer3*) and *ccr9a* expression (S5 Table). Therefore, B2, B3 and B7 likely represent varying mature B cell populations. 

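Also in the B3-matched subcluster, LOC108280570 (homer3) was higher (log2 fold change 1.5, standard error 0.25, adjusted p = 3.8e-04 from edgeR), and the chemokine receptor gene ccr9a at 173 ± 147 CPM (SD, n = 3 fish) against 83.2 ± 76.5 CPM (log2 fold change 1.11, standard error 0.27, adjusted p = 0.016 from edgeR), both in 3 of 3 fish. The chemokine receptor gene cxcr4b, at 1063 ± 888 CPM (SD, n = 3 fish) against 698 ± 624 CPM, did not pass (log2 fold change 0.75, adjusted p = 0.57 from edgeR). The test was not passed for LOC108280570 (log2 fold change 1.58) and ccr9a (1.33) without replicate 1, LOC108280570 (1.54) and ccr9a (1.1) with no replicate block, ccr9a (0.98) with the top 5% of Scrublet scores left out, ccr9a (1.1) with DESeq2, and ccr9a (0.54) with subclusters built on the integrated components. The test was passed for cxcr4b without replicate 2 (log2 fold change 0.43).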

Lastly, subclusters B6 (125 cells) and B8 (103 cells) have higher expression of genes associated with plasmablasts and plasma cells (Fig 4B). 

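The B6-matched subcluster held 114 nuclei, 103 of them from SP3, so its values come from 1 fish and were not tested. In SP3, the plasma cell factor gene xbp1 was at 1785 CPM against 107 in the other B-like nuclei, and prdm1a, which drives plasma cell fate, at 231 against 12.2. CPM of selenom was 679.8 against 9.83 and of irf4l 320.1 against 3.05. No counts exist for ighm.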

B6 has greater expression of *selenom* and *irf4l* (S5 Table), and relative to the other clusters had higher expression of *ighm*, *prdm1a* and *xbp1* (Figs 4B and S7) [96–98]. B8 had significantly greater expression of *mki67* and *top2a* (S5 Table) and relative to some clusters had less expression of *pax5* (Figs 4B and S7).

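In the B8-matched subcluster (146 nuclei, 2 fish), mki67 was at 341 ± 116 CPM (SD, n = 2 fish) against 4.99 ± 4.11 CPM in the other B-like nuclei, and the topoisomerase gene top2a at 285 ± 91.1 CPM (SD, n = 2 fish) against 2.38 ± 2.63 CPM. In log2 terms, the changes were 6.03 and 6.71, with adjusted p of at most 6.4e-56 from edgeR. Values for pax5 were 1872 ± 828 CPM (SD, n = 2 fish) against 2417 ± 152 CPM, which did not pass (log2 fold change -0.43, adjusted p = 0.41 from edgeR). Of 24 proliferation genes fixed beforehand, 24 were higher, also when adjusted over the list alone. They ranged from ccnb2, a mitotic cyclin gene (7.46), to the replication genes pcna (2.14) and mcm7 (1.41). The match to B8 was made through other genes of dividing cells, such as incenp and stmn1, which also lead the subcluster. The count therefore describes the subcluster and is no test of it. The adjusted p no longer passed for mcm7 with DESeq2 (log2 fold change 1.41) and with no replicate block (1.39). Larger or smaller values were found for ccnb2 with the top 5% of Scrublet scores left out (log2 fold change 6.52) and without replicate 2 (5.47).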

**Fig 4:**
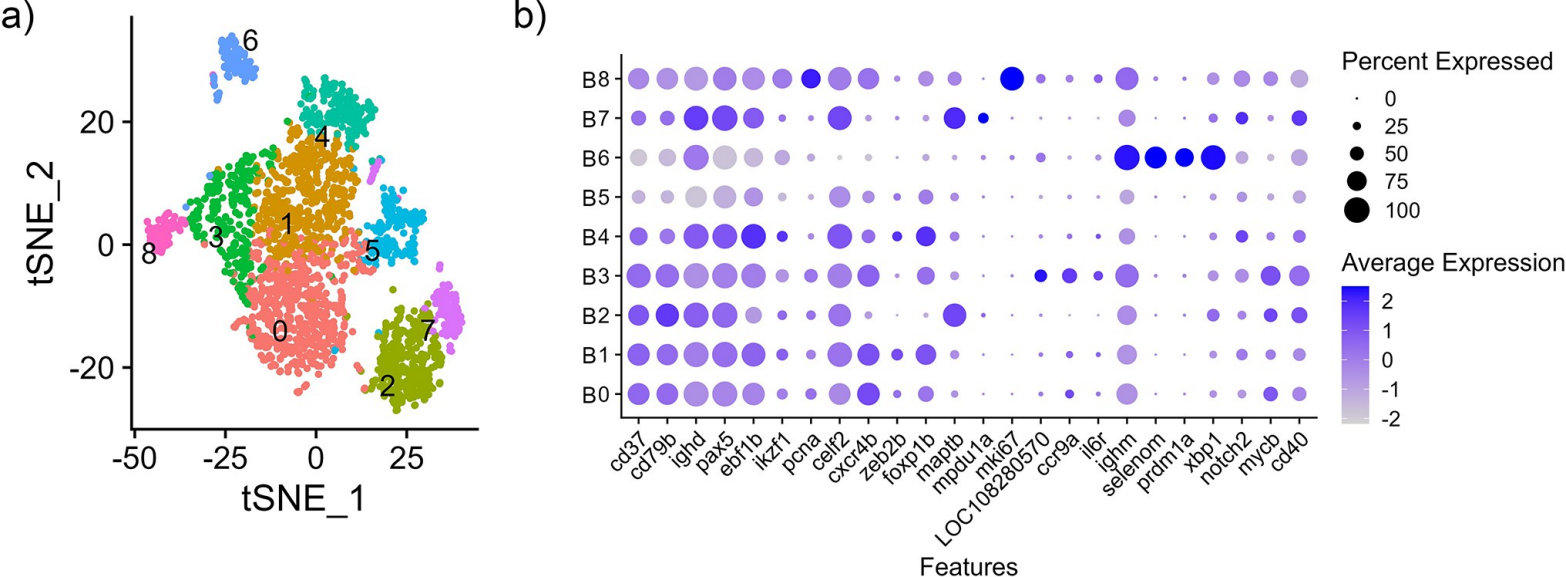
Subcluster analysis of B cells from the integrated nuclei transcriptome of spleen from channel catfish. (a) tSNE plot (b) Average expression (z-score) of cell type markers (x-axis) for each cluster (y-axis). The size of the dot represents the percentage of cells per cluster contributing to expression.

Cluster analysis using 461 splenic T/NK cells identified 6 subclusters which have expressed canonical T and NK cell markers and were further defined using the top differentially expressed genes (Fig 5A, S6 Table and S8 Fig). 

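Of 6 rebuilt T/NK-like subclusters, 5 matched T0 to T4, with 99, 85, 37, 72 and 86 nuclei, and T5 matched a subcluster of the myeloid-like class. Over the 5 matches with a test, 24 of 32 genes that the text names, counting a gene at each, were higher and 8 did not pass. Of the T0-matched nuclei, SP2 gave 72. The number of higher genes was 13 without replicate 1, 14 without replicate 3 and 15 with no replicate block.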

Interestingly, except for a few cells, the T cells did not express *cd4* (*cd4-1*, *cd4-2*.*2*) or *cd8* (*cd8a*, *cd8b*) genes (S9 Fig) suggesting that these cells are not differentiated as helper T cells or cytotoxic T cells. 

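A UMI of cd4-1, cd4-2.2, cd8a or cd8b, the genes of the coreceptors of helper and cytotoxic T cells, was found in 21 of 395 T/NK-like nuclei, or 5.32% (exact 95% interval 3.32 to 8.01). By fish the share was 8.20% in SP1, 4.48% in SP2 and 3.60% in SP3. Of the 4 genes, cd4-2.2 was seen in 13 nuclei, cd4-1 in 5, cd8a in 3 and cd8b in 1, and no nucleus had UMIs of both cd4 and cd8. In erythroid-like nuclei, which should lack these genes, the share was 0.177% (25 of 14118), and in B-like nuclei 0.399%. Median depths were 2305, 1855.5 and 2648.5 UMIs. The shares expected on random thinning to 1000 UMIs were 1.87%, 0.0938% and 0.111%, with 64, 4011 and 133 shallower nuclei left out. For comparison, lck was found in 31.6% and runx3 in 75.9% of T/NK-like nuclei. At this depth a nucleus with no UMI may still express the gene. The paper proposes from this that the cells are not differentiated as helper or cytotoxic T cells.

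**Figure D2:**
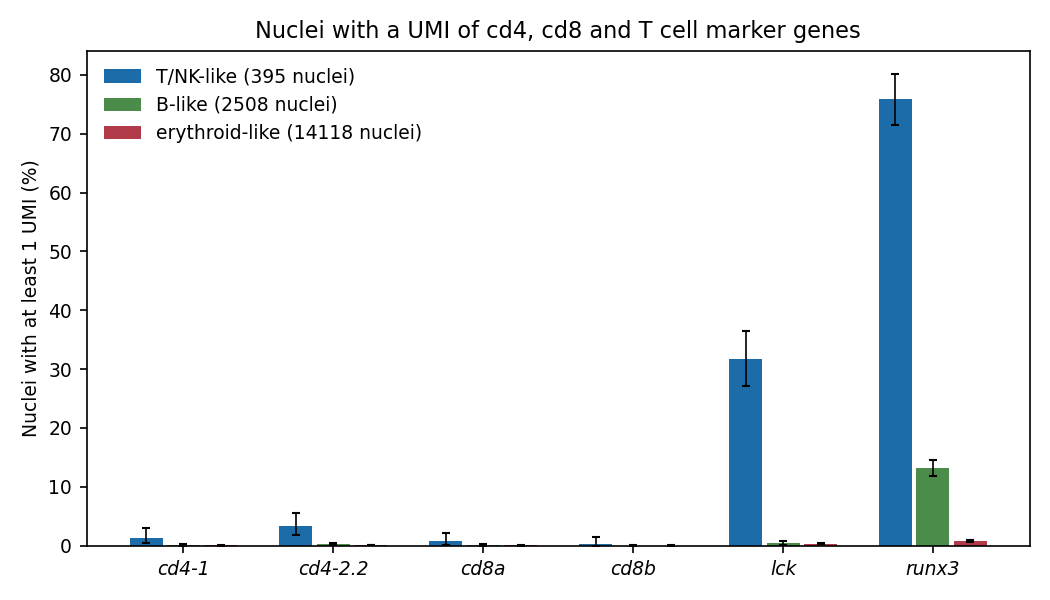
Percent of nuclei with at least 1 UMI of each gene in T/NK-like, B-like and erythroid-like nuclei. Bars are shares of all nuclei of a class and lines their exact 95% intervals. In T/NK-like nuclei cd4-2.2 reaches 3.29% and cd8b 0.253%, against 75.9% for runx3.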

Subcluster T0 (127 cells) most significantly expressed *tcf7*, *LOC108256553* (DNA-binding protein SATB1), and *rgs3a* (regulator of G protein signaling 3a) (Fig 5B and S6 Table), which facilitate differentiation and regulation of T cell function [99,100]. 

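In the T0-matched subcluster (2 fish), tcf7, a transcription factor gene of early T cells, was at 1855 ± 735 CPM (SD, n = 2 fish) against 692 ± 284 CPM in the other T/NK-like nuclei. The values of LOC108256553 (satb1) were 2154 ± 1439.6 CPM (SD, n = 2 fish) against 1052 ± 311 CPM, and of rgs3a 1603 ± 1061 CPM (SD, n = 2 fish) against 726 ± 193 CPM. Log2 fold changes of 1.43 for tcf7, 0.89 for LOC108256553 and 1.00 for rgs3a did not pass the test (adjusted p = 0.74, 0.89 and 0.84 from edgeR). Of 1891 genes tested in this subcluster 0 were called higher, so a missing call says little about a gene. A call was made for tcf7 (log2 fold change 1.06), LOC108256553 (2.37) and rgs3a (2.05) without replicate 2.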

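Of the TOX family, tox was at 1323 ± 63.6 CPM (SD, n = 2 fish) in the T0-matched subcluster, and tox2 at 2729 ± 1448 CPM (SD, n = 2 fish) against 1598 ± 518 CPM in the other T/NK-like nuclei. Neither log2 fold change, 1.99 for tox and 0.70 for tox2, passed the test (adjusted p = 0.30 and 0.90 from edgeR). The test was passed for tox without replicate 2 (log2 fold change 2.20) and with DESeq2 (1.95).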

T0 also had significantly increased expression of *tox* (thymocyte selection-associated high mobility group box) and *tox2* (TOX high mobility group box family member 2) that also contribute to the functional maintenance of T cells and NK cells (S9 Fig and S6 Table) [101–107]. T0 also has significantly expressed transcription factors *LOC128635459* (*znf239*) and *znf704*, which also likely have a role in lymphocyte development and are representative of naïve T cells [108]. 

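The zinc finger gene znf704 was at 1464 ± 423 CPM (SD, n = 2 fish) in the T0-matched subcluster against 508 ± 175 CPM, and LOC128635459 at 2447 ± 3019 CPM (SD, n = 2 fish) against 1882 ± 2314 CPM, with log2 fold changes of 1.54 and 0.36 that did not pass (adjusted p = 0.55 and 0.95 from edgeR). A call was made for znf704 without replicate 2 (log2 fold change 1.27).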

Subcluster T1 (91 cells) has significantly increased expression of several genes that make up the T cell receptor complex (TCR). These genes include gamma (*LOC108267226*, *LOC108267144*), delta (*LOC108267350*), and *cd247* TCR genes (Fig 5B and S6 Table) [109,110]. 

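In the T1-matched subcluster (85 nuclei), the gamma receptor gene LOC108267226 was at 1340.5 ± 792 CPM (SD, n = 3 fish) against 53.4 ± 42.2 CPM in the other T/NK-like nuclei, and the delta receptor gene LOC108267350 at 1503 ± 679 CPM (SD, n = 3 fish) against 88.8 ± 46.0 CPM. As log2 fold changes, these were 4.71 for LOC108267226, 2.89 for LOC108267144, 4.09 for LOC108267350 and 2.39 for cd247, in 3 of 3 fish and with adjusted p of at most 1.8e-05 from edgeR. In this subcluster 11 of 85 nuclei had a UMI of a cd4 gene. The call ended for cd247 with no replicate block (log2 fold change 2.33). The value depended on the setting for LOC108267226 (log2 fold change 2.25), LOC108267144 (1.96) and LOC108267350 (2.58) without replicate 2.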

T1 also had increased expression of *LOC108264986* (tyrosine-protein kinase ZAP-70*)*, a gene that encodes a tyrosine kinase involved in the proximal TCR signaling and T cell activation [111], *mafa* (MAF bZIP transcription factor), which is a transcription factor that regulates T cell specification and maintenance [112] and *bcl11ba*, a zinc finger transcription factor that is critical for T cell maintenance and identity [113]. 

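The kinase gene LOC108264986 (zap70), which relays T cell receptor signals, was at 1407 ± 277 CPM (SD, n = 3 fish) in the T1-matched subcluster against 197 ± 114 CPM in the other T/NK-like nuclei. The transcription factor genes mafa and bcl11ba were at 1008 ± 359.6 CPM (SD, n = 3 fish) and 1979 ± 1082 CPM (SD, n = 3 fish), against 97.3 ± 64.2 CPM and 438 ± 257 CPM. Changes on the log2 scale were 2.95 for LOC108264986, 3.42 for mafa and 2.20 for bcl11ba, in 3 of 3 fish and with adjusted p of at most 6.5e-05 from edgeR. Significance was lost for LOC108264986 (log2 fold change 2.83) and bcl11ba (2.17) with no replicate block. A different size was found for LOC108264986 (log2 fold change 2.22) without replicate 3 and mafa (2.25) and bcl11ba (1.42) without replicate 2.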

Subcluster T1 expression seems to be consistent with that of γδ T cells; however, they are not often associated with primary lymphoid tissues in vertebrates [114,115]. Subcluster T2 (72 cells) had significant expression of *sh2d1a* (SH2 domain containing 1A), *hcst* (hematopoietic cell signal transducer; also known as *DAP10*), *gzmb3*.*3* (granzyme B) and *gzmk* (granzyme K), that have functional pathways in both T and NK cells (Figs 5B and S9, S6 Table) [116–119]. 

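The T2-matched subcluster held 37 nuclei, 26 of them from SP1, so its values come from 1 fish and were not tested. In SP1, CPM there and in the other T/NK-like nuclei were 341 against 43.2 for the granzyme gene gzm3.3, 477 against 248 for gzmk, 1184 against 283 for sh2d1ab, an adaptor gene of lymphocyte receptors, and 409 against 170.0 for hcst. They were 579 against 248 for id3 and 681 against 629 for LOC108278371, a CD3 gene. These rest on 40 UMIs of gzm3.3 and 48 of hcst in the subcluster.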

T2, relative to the other subclusters, also had higher expression of *id3* and *LOC1082788371* (*CD3ε*) (Fig 5B) which, taken together, would likely classify these as effector T cells [120]. Subcluster T3 (65 cells) had increased expression of genes that encode receptors and membrane bound proteins found expressed among different immune cell types, thus, the cells may represent innate-like lymphoid cells (ILC). 

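In the T3-matched subcluster (72 nuclei), the receptor kinase gene flt3 was at 593 ± 402 CPM (SD, n = 3 fish) against 22.2 ± 5.42 CPM in the other T/NK-like nuclei. The lectin-like receptor gene LOC108266645 was at 707 ± 605 CPM (SD, n = 3 fish) against 43.7 ± 32.0 CPM, and LOC108280700 at 593 ± 433 CPM (SD, n = 3 fish) against 50.5 ± 56.5 CPM. Log2 fold changes were 4.62 for flt3, 3.89 for LOC108266645 and 3.71 for LOC108280700, in 3 of 3 fish and with adjusted p of at most 0.0071 from edgeR. The membrane adaptor gene pag1 had too few counts to be tested (46 UMIs in the subcluster). No call was left for flt3 (log2 fold change 4.71), LOC108266645 (4.02) and LOC108280700 (3.56) with no replicate block and flt3 (0.79) with subclusters built on the integrated components. The size of the change moved for flt3 (log2 fold change 5.34) with 30 and 20 components, flt3 (3.50) without replicate 2, and LOC108280700 (2.67) with subclusters built on the integrated components.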

T3 subcluster genes, *flt3* (fms related receptor tyrosine kinase 1), *LOC108266645* (killer cell lectin-like receptor subfamily E member 1), *prf1* (perforin 1) and *pag1* (phosphoprotein membrane anchor with glycosphingolipid microdomains 1) represent functional pathways in DC, NK and T cell phenotypes. In addition, *zeb2b* (zinc finger E-box binding homeobox 2) also has non-specific immune cell expression [59]. Subcluster T4 is characterized by greater expression of erythroid genes, including *LOC108257039* (hemoglobin cathodic subunit beta), *alas2*, *LOC108268628* (calpain8), *gpx1a*, *blvrb*, *hba*, and *cahz*. 

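In the T4-matched subcluster (86 nuclei), the alpha hemoglobin gene hba was at 90103 ± 86524 CPM (SD, n = 3 fish) against 881 ± 1029.7 CPM in the other T/NK-like nuclei, and cahz, a carbonic anhydrase gene of red cells, at 696 ± 608 CPM (SD, n = 3 fish) against 19.7 ± 9.82 CPM. The log2 fold changes were 6.66 for LOC108257039, 5.72 for alas2, 4.49 for LOC108268628, 5.83 for gpx1a, 5.06 for blvrb, 6.38 for hba and 5.04 for cahz, in 3 of 3 fish and with adjusted p of at most 3.1e-06 from edgeR. The test was not passed for hba with no replicate block (log2 fold change 6.68). Other settings moved the value of LOC108257039 (log2 fold change 7.78), LOC108268628 (5.22), blvrb (5.83) and hba (7.38) with the top 5% of Scrublet scores left out, LOC108257039 (8.11), LOC108268628 (5.08), blvrb (5.66) and hba (7.25) with 30 and 20 components, LOC108257039 (7.62), blvrb (5.94) and cahz (4.33) without replicate 1, LOC108257039 (8.22), alas2 (6.40), LOC108268628 (5.33), blvrb (5.91) and hba (7.74) without replicate 2, LOC108257039 (8.74) without replicate 3, and LOC108257039 (4.63), alas2 (3.34), LOC108268628 (3.11), gpx1a (3.56), blvrb (3.85), hba (4.15) and cahz (3.34) with subclusters built on the integrated components.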

Interestingly, subcluster T5 (53 cells) had increased expression of myeloid markers. Four of the top ten differentially expressed genes, *mmp13* (matrix metallopeptidase 13), *mmp9* (matrix metallopeptidase 9), *ms4a4a* (membrane spanning 4-domains A4A) and *gpr84* (G protein-coupled receptor 84), represent functional processes in macrophages [121–124]. Furthermore, human macrophages express *TKT* (transketolase; *LOC108265455* in channel catfish), *CUX1* (cut like homeobox 1; *si*:*dkey-27h10*.*2* in channel catfish), *MMP9*, *MS4A4A*, *FBP1* (Fructose-bisphosphatase 1) and *GPR84* [59]. 

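T5 matched rebuilt myeloid-like subcluster 2, with 52 nuclei of which 38 came from SP1, and 2 fish entered the test. The collagenase gene mmp13 was at 13084 ± 14147 CPM (SD, n = 2 fish) there against 269 ± 342 CPM in the other myeloid-like nuclei, and the gelatinase gene mmp9, which neutrophils and macrophages release, at 6689 ± 5842 CPM (SD, n = 2 fish) against 437 ± 249 CPM. In log2 terms, the changes were 6.04 for mmp13, 3.73 for mmp9, 4.69 for LOC108273082 and 3.59 for gpr84, in 2 of 2 fish and with adjusted p of at most 0.0026 from edgeR. Of 12 neutrophil genes 5 were higher and 7 did not pass, and of 9 macrophage genes 6 were lower and 3 did not pass. The myeloperoxidase gene mpx was among the 10 leading genes of the subcluster, singled out after they were seen. The adjusted p no longer passed for mmp9 without replicate 1 (log2 fold change 2.08), with no filter on low counts (3.35) and with no replicate block (3.94). The difference changed in size for mmp13 (log2 fold change 7.54), mmp9 (7.77), LOC108273082 (6.36) and gpr84 (5.93) with the named genes kept for clustering and mmp13 (2.96) and gpr84 (2.62) without replicate 1.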

Only two of the top 10 genes, *LOC108265455* (transketolase) and *gpr84* have known functions in T cells [125,126]. Thus, the T5 subcluster has an indeterminate cell type with macrophage-like expression patterns (Figs 5B and S8).

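Further genes of this subcluster were fbp1a, an enzyme gene of gluconeogenesis, at 1407 ± 808 CPM (SD, n = 2 fish) against 34.3 ± 32.1 CPM in the other myeloid-like nuclei, and the transketolase gene LOC108265455 at 3216 ± 30.6 CPM (SD, n = 2 fish) against 284 ± 82.4 CPM. As log2 fold changes, these were 3.52 for LOC108265455, 4.33 for si:dkey-27h10.2 and 5.43 for fbp1a, higher in 2 of 2 fish, with adjusted p of at most 4.2e-04 from edgeR. The call ended for LOC108265455 with no replicate block (log2 fold change 3.50). Larger or smaller values were found for LOC108265455 (log2 fold change 7.13), si:dkey-27h10.2 (6.01) and fbp1a (6.43) with the named genes kept for clustering and LOC108265455 (2.89), si:dkey-27h10.2 (6.55) and fbp1a (2.22) without replicate 1.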

**Fig 5:**
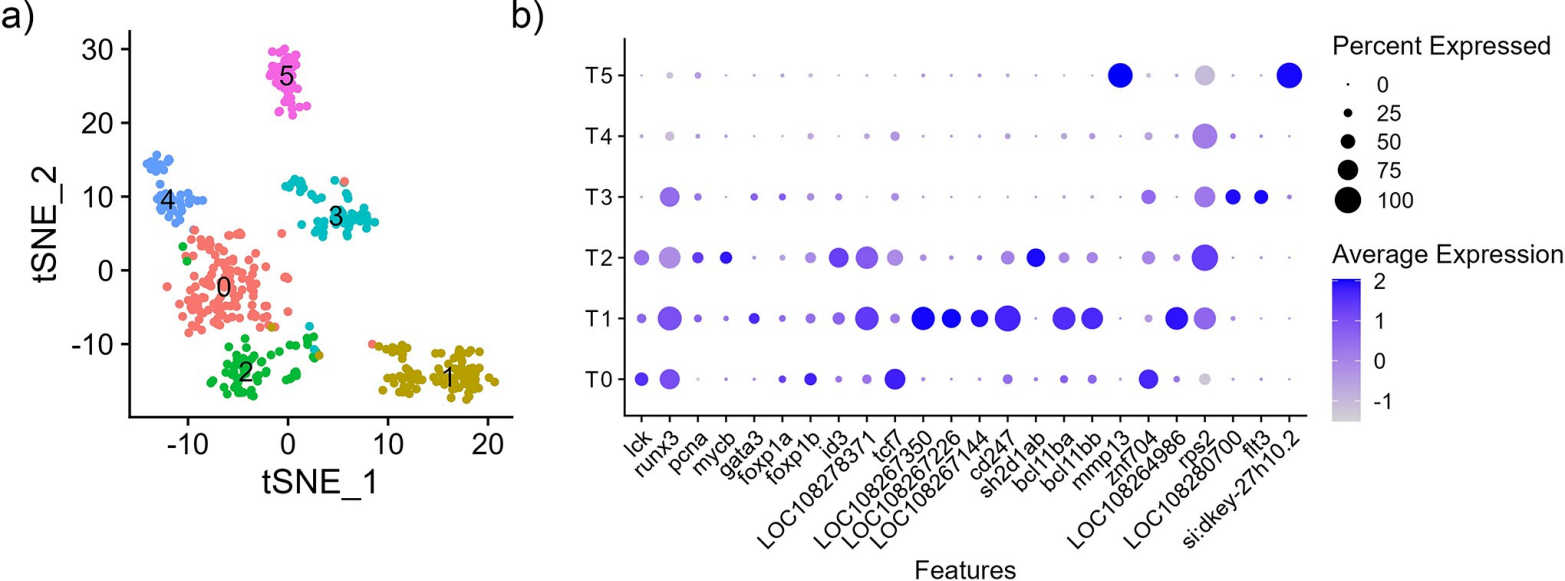
Subcluster analysis of T/NK cells from integrated nuclei transcriptome of spleen from channel catfish. (a) tSNE plot (b) Average expression (z-score) of cell type markers (x-axis) for each cluster (y-axis). The size of the dot represents the percentage of cells per cluster contributing to expression.

Subcluster analysis was performed on the 234 myeloid cells, and five unique groups of cells with distinct expression patterns in the heat map (Figs 6A and S10) and differentially expressed genes (S7 Table) were identified. 

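The 284 myeloid-like nuclei gave 5 rebuilt subclusters, with 98, 54, 52, 47 and 33 nuclei. They matched M0, M1, T5, M2 and cluster 16 in that order, while M3 and M4 had no match. Of 6 genes that the text names for M0, M1 and M2, counting a gene at each, 3 were higher than in the other myeloid-like nuclei and 3 did not pass the test. This number was 5 with the top 5% of Scrublet scores left out, with 30 and 20 components or with no filter on low counts, and 1 without replicate 3.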

After scrutiny of differentially expressed genes, two DC clusters and three macrophage subclusters were identified. M0 subcluster (81 cells) significantly expressed the catfish gene *si*:*dkey-5n18*.*1*, an ortholog of human *C1QL3* (complement C1q like 3), which comes from the same gene family as *C1Q* (complement C1q). 

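In the M0-matched subcluster, the C1q-like gene si:dkey-5n18.1 was at 1336 ± 407 CPM (SD, n = 3 fish) against 22.7 ± 22.8 CPM in the other myeloid-like nuclei (log2 fold change 5.97, standard error 0.84, adjusted p = 0.0014 from edgeR), higher in 3 of 3 fish. It gave 1285 UMIs in the subcluster and 15 outside it. Significance was lost for si:dkey-5n18.1 without replicate 1 (log2 fold change 5.84). The value depended on the setting for si:dkey-5n18.1 with the top 5% of Scrublet scores left out (log2 fold change 5.20), with 30 and 20 components (4.86), at a resolution of 0.8 (3.63), with the named genes kept for clustering (3.19), without replicate 3 (6.57) and with subclusters built on the integrated components (6.66).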

*C1Q* expression in macrophages has been implicated in the functional process of eliminating apoptotic cells [127]. The cells in the M1 subcluster (52 cells) were putatively identified as DCs as they had increased expression of *flt3* (fms related receptor tyrosine kinase 3) and *irf4a* (interferon regulatory factor 4), which have DC functions [128,129]. 

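In the M1-matched subcluster, flt3 was at 2292 ± 447 CPM (SD, n = 3 fish) against 80.1 ± 44.5 CPM in the other myeloid-like nuclei, and irf4a, a transcription factor gene of dendritic cells, at 990.0 ± 270.4 CPM (SD, n = 3 fish) against 23.0 ± 22.0 CPM. Changes on the log2 scale were 5.01 for flt3 and 5.68 for irf4a, in 3 of 3 fish and with adjusted p of at most 0.0013 from edgeR. A different size was found for flt3 (log2 fold change 6.35) and irf4a (6.98) with the top 5% of Scrublet scores left out, flt3 (6.13) with 30 and 20 components, flt3 (5.69) and irf4a (4.82) with the named genes kept for clustering, irf4a (4.82) without replicate 1, and irf4a (6.60) with subclusters built on the integrated components. The paper proposes that the M1 cells are dendritic cells.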

Subcluster M2 (40 cells) had increased expression of *lrp1ab* (low density lipoprotein receptor-related protein 1Ab) which has a function in macrophages [130]. M2 also has increased expression of *rgl1* (ral guanine nucleotide dissociation stimulator-like 1) and *LOC108277878* (sialoadhesin). 

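In the M2-matched subcluster (2 fish), the scavenger receptor gene lrp1ab was at 767 ± 662 CPM (SD, n = 2 fish) against 57.6 ± 54.3 CPM in the other myeloid-like nuclei, rgl1 at 2572 ± 2299 CPM (SD, n = 2 fish) against 331 ± 116 CPM and the sialoadhesin gene LOC108277878 at 653 ± 7.73 CPM (SD, n = 2 fish) against 81.6 ± 79.3 CPM. The log2 fold changes, 3.77 for lrp1ab, 2.64 for rgl1 and 3.32 for LOC108277878, were positive in 2 of 2 fish and did not pass the test (adjusted p = 0.10, 0.48 and 0.19 from edgeR). Of 3010 genes tested in this subcluster 0 were called in either direction, so a missing call says little about a gene. The test was passed for lrp1ab (log2 fold change 3.88) and LOC108277878 (3.36) with the top 5% of Scrublet scores left out, lrp1ab (3.75) and LOC108277878 (3.21) with 30 and 20 components, lrp1ab (3.39) and LOC108277878 (2.94) with no filter on low counts, and LOC108277878 (1.96) without replicate 2.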

The human orthologs of these genes are expressed in macrophages [59]. The subcluster M3 (39 cells) had greater expression of *cd74b and cytip* (cytohesin 1 interacting protein) which have functions in DCs [131] and is also highly expressed in human monocytes [59]. 

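M3 had no match, so its genes are given over all myeloid-like nuclei against the other nuclei. The antigen presentation gene cd74b was at 4542 ± 1718 CPM (SD, n = 3 fish) against 1572 ± 925 CPM (log2 fold change 1.69, standard error 0.51, adjusted p = 0.014 from edgeR), and cytip at 41.4 ± 29.1 CPM (SD, n = 3 fish) against 14.5 ± 3.32 CPM (log2 fold change 1.43, standard error 0.34, adjusted p = 0.0032 from edgeR), both in 3 of 3 fish. No call was left for cd74b (log2 fold change 2.00) without replicate 1, cd74b (1.66) and cytip (1.00) without replicate 3, cd74b (1.53) and cytip (1.53) with no replicate block, and cytip (0.33) with no filter on nuclei.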

The M3 cells also expressed genes typically transcribed by DCs, *cxcr3*.*1* (C-X-C motif chemokine receptor 3), *batf3* (basic leucine zipper ATF-like transcription factor 3), and *znf366* (zinc finger protein 366) (Fig 6B). 

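Over the same nuclei, batf3, a transcription factor gene that dendritic cells need to develop, was at 33.5 ± 25.0 CPM (SD, n = 3 fish) against 1.06 ± 1.02 CPM, and znf366 at 81.2 ± 29.0 CPM (SD, n = 3 fish) against 1.03 ± 0.911 CPM. Log2 fold changes were 1.45 for cxcr3.1, 5.01 for batf3 and 6.55 for znf366, higher in 3 of 3 fish for batf3 and znf366 and in 2 of 3 for the chemokine receptor gene cxcr3.1, with adjusted p of at most 0.0059 from edgeR. The test was not passed for cxcr3.1 with no filter on nuclei (log2 fold change 0.41), without replicate 1 (1.05) and with no replicate block (1.44). The size of the change moved for batf3 (log2 fold change 5.76) and znf366 (7.75) without replicate 1, znf366 (8.07) with no integration, znf366 (8.02) with the named genes kept for clustering, and znf366 (8.19) without replicate 2.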

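M4 had no match either. Over all myeloid-like nuclei, the complement genes c1qb and c1qc were at 1127 ± 284 CPM (SD, n = 3 fish) and 1528 ± 349 CPM (SD, n = 3 fish), against 5.94 ± 1.72 CPM and 10.8 ± 3.29 CPM in the other nuclei, and the scavenger receptor gene marco at 27.6 ± 25.8 CPM (SD, n = 3 fish) against 0.476 ± 0.241 CPM. The log2 fold changes were 5.55 for marco, 6.74 for LOC100526732, 7.59 for c1qb and 7.18 for c1qc, in 3 of 3 fish and with adjusted p of at most 3.2e-06 from edgeR. The growth factor genes csf1a, with 2 UMIs in the class, and csf1b, with none, were too low to be tested. Other settings moved the value of marco (log2 fold change 7.87) with no filter on nuclei, marco (8.02), c1qb (8.50) and c1qc (8.12) with the named genes kept for clustering, marco (4.77) without replicate 1, marco (6.93) without replicate 3, and LOC100526732 (7.37), c1qb (8.29) and c1qc (8.10) without replicate 2.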

The subcluster M4 (22 cells) had increased expression of macrophage genes *marco*, *mafba* (MAF bZIP transcription factor B), *csf1r* (colony stimulating factor 1 receptor), *csf1* (colony stimulating factor 1), *c1qb* (complement C1q B chain) and *c1qc* (complement C1q subcomponent subunit C) [71,72,132–136].

**Fig 6:**
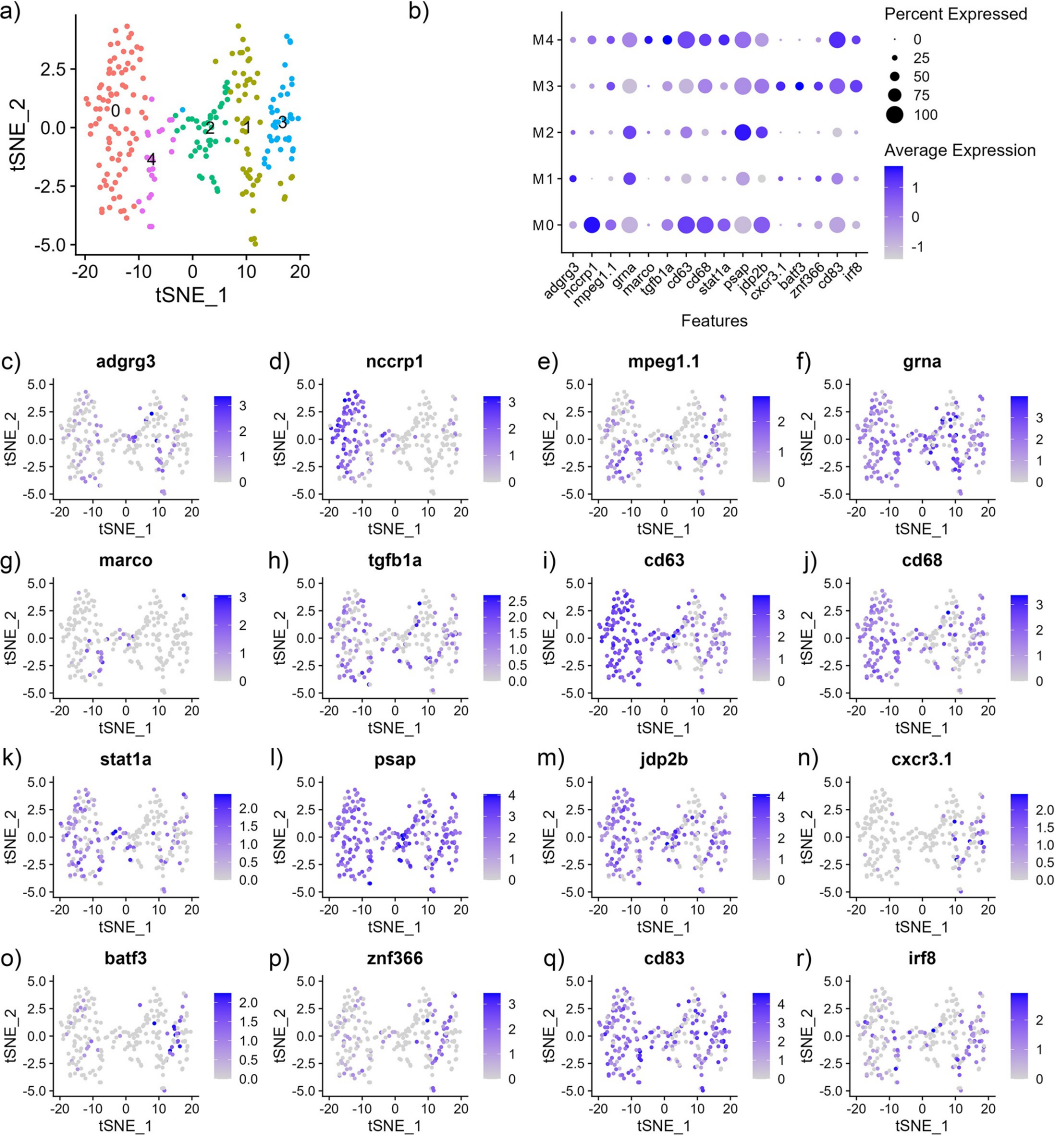
Subcluster analysis of myeloid cells from integrated nuclei transcriptome of spleen from channel catfish. (a) tSNE plot (b) Average expression (z-score) of cell type markers (x-axis) for each cluster (y-axis). The size of the dot represents the percentage of cells per cluster contributing to expression.

### Cell trajectory and pseudotime analysis

The subcluster analysis of B cells suggested that there were different stages of B cell lineage in the spleen, including immature B cells to plasma cells. The analysis with Monocle 3 was used to determine a trajectory path between clusters by using the Louvain community detection algorithm to group mutually similar cells, and then merging adjacent groups into ‘supergroups’. Using this information, Monocle 3 then predicts a path that cells can take and identify branches within supergroups. The trajectory path between the B cells was projected onto the UMAP produced using Seurat (Fig 7A). Pseudotime was then calculated using nodes within subcluster B4 as root cells (Fig 7B). Cells in B4 had the higher expressions of *ebf1b*, *ikzf1* and *pax5* which suggested that they are immature B cells, and the earliest developmental time-point. 

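Diffusion pseudotime, which orders nuclei by their distance from a root, was computed with scanpy 1.11.5 in place of Monocle 3. The integrated components were used, since no subcluster matched B4 on those of the class. From the B4-matched root at 0.0915 ± 0.0283 (mean ± SD over 3 fish, on a scale from 0 to 1), B1 came at 0.177 ± 0.0145, B3 at 0.184 ± 0.0364 and B0 at 0.229. The subcluster with erythroid genes, B5, lay at 0.435 ± 0.0954, and B2 at 0.637 ± 0.0192, B7 at 0.641 ± 0.00750, B8 at 0.668 ± 0.0233 (2 fish) and B6 at 0.743 ± 0.149 came last. The order depended on the setting. So did the root, as the B4-matched subcluster held 169 nuclei here and 41 with 30 and 20 components. It held 131 with the top 5% of Scrublet scores left out, 455 without replicate 1 and 513 without replicate 2. The orders thus start from different nuclei. B2 lay before B5 without replicate 1 (0.285 against 0.496), without replicate 2 (0.269 against 0.452) and with the top 5% of Scrublet scores left out (0.459 against 0.598), and after it with 30 and 20 components (0.884 against 0.871). With 30 and 20 components B6, at 0.829, came right after the root and before B3 (0.848), B1 and B5, and B8 came last. B6 was at 0.582 without replicate 1 and 0.483 without replicate 2, last in both.

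**Figure D3:**
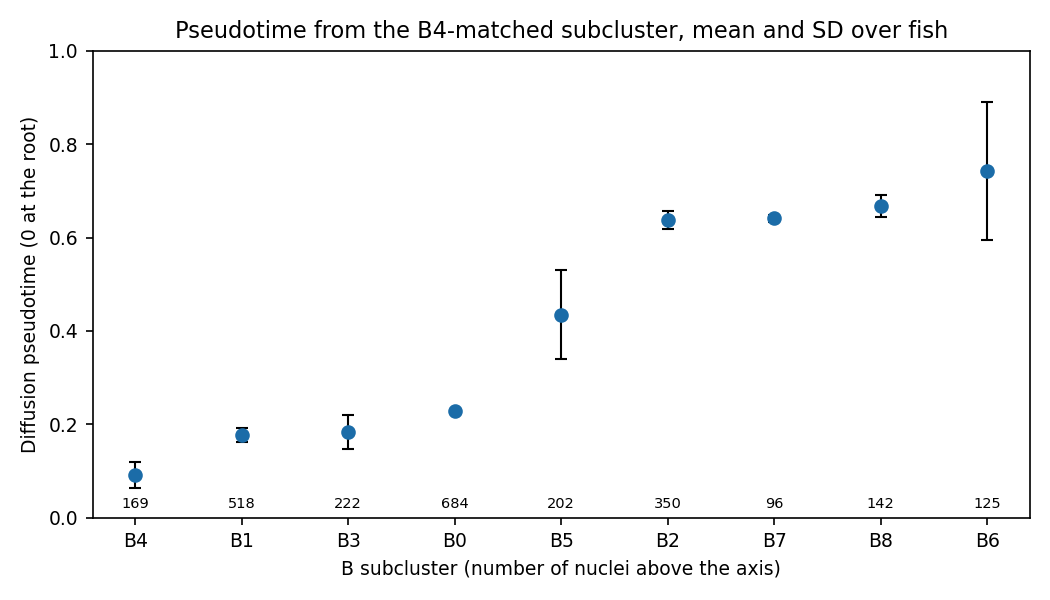
Diffusion pseudotime (0 at the root, no unit) of the B subclusters, ordered by their mean. Points are means over the fish and bars the SD, and the number of nuclei stands above the axis. B4, B1, B3 and B0 lie under 0.435, the mean of B5, and B2, B7, B8 and B6 above it, an order that other settings change.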

The trajectory and pseudotime predict that the immature B cells can branch towards two populations (Fig 7A). One path shows a trajectory toward the mature B cells and then plasmablasts (B8) and plasma cells (B6). 

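Connectivity between subclusters, from 0 to 1 in PAGA, was 0.560 between B2 and B7 and 0.212 between B4 and B7, but 0.0279 between B4 and B2. On the other side of the root, B4 was linked to B3 (0.339), B1 (0.282) and B5 (0.276), and B3 to B1 (0.448) and to the proliferating B8 (0.199), which was linked to B6 (0.171), the subcluster with xbp1. The value between B7 and B6 was 0. The link of B4 and B5 was 0 without replicate 1, 0 without replicate 2, 0.00740 with the top 5% of Scrublet scores left out and 0.0575 with 30 and 20 components. In that order, B4 and B3 had 0.267, 0.386, 0.0601 and 0.0561, B8 and B6 0.0946, 0.148, 0.125 and 0.175, and B3 and B8 0.295, 0.149, 0.178 and 0.163. B4 and B1 had 0.490, 0.481 and, with 30 and 20 components, 0.0567, where B4 was linked most to B6 (0.238). B7 had a match in none of these settings. The values have no replicate error, as each was computed over the nuclei of all fish used. From its trajectory the paper predicts that immature B cells can branch toward 2 populations.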

While, another branch connects the root cluster, B4, to subclusters B7 and B2. The B cells from B7 and B2 appear to have greater differences to the other subclusters, although, their identity is not known. These subclusters may represent circulating B cells that are not resident in the spleen.

**Fig 7:**
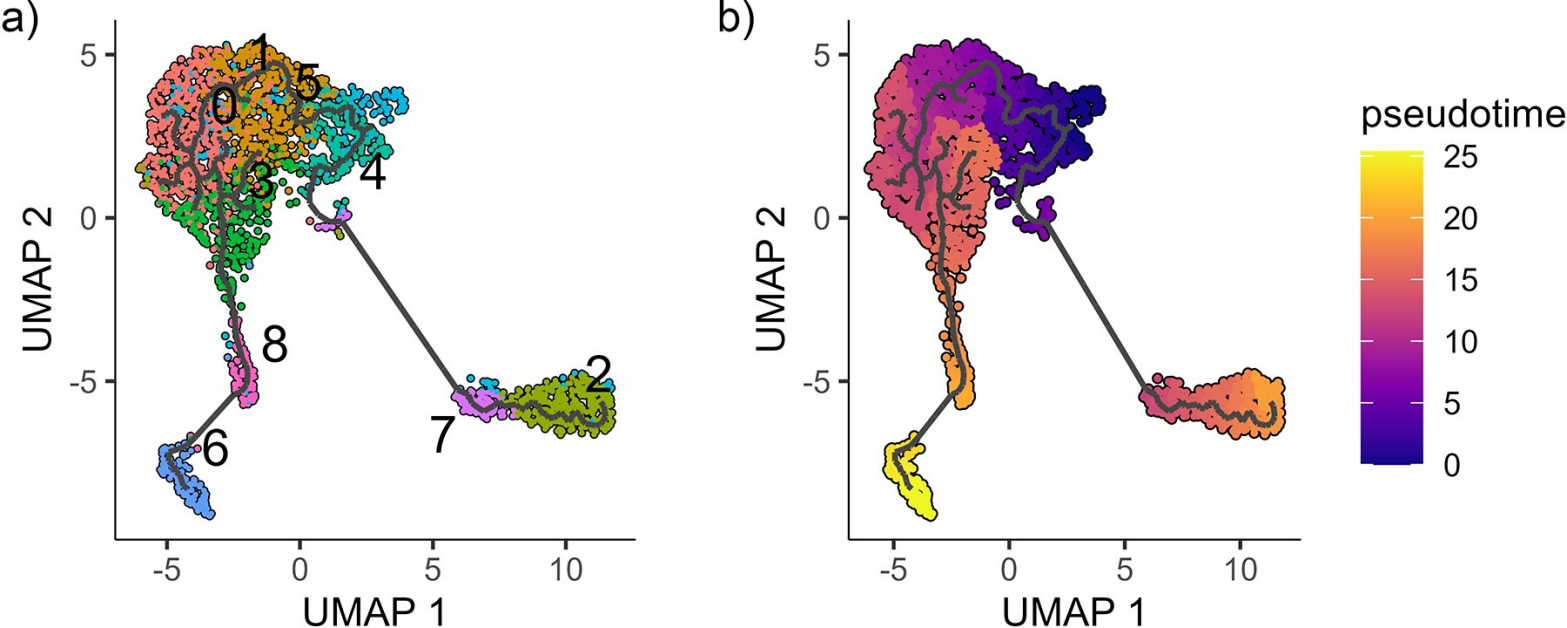
Trajectory analysis of B cells from integrated nuclei transcriptome of spleen from channel catfish (n = 3). (a) Predicted B cell trajectory branching and (b) predicted pseudotime determined by Monocle 3.

## Conclusion

Single-cell and single-nuclei RNA sequencing has enabled the characterization of a broad range of cells from a heterogenous tissue. We applied this technology to garner an understanding of the channel catfish spleen and develop an atlas that can be used for additional investigation. The spleen is considered a major lymphoid organ that filters pathogens and antigens from the blood and maintains an environment for the immune system to operate. Therefore, this atlas further provides an insight into the gene expression of erythrocytes and immune cells in this evolutionary and commercially relevant teleost species.

## Supporting information

S1 Fig Sample contribution to integrated cluster analysis. (a) tSNE map (b) Bar plot demonstrating individual sample contribution (SP1, SP2, and SP3) to the integrated dataset.
(TIF)

S2 Fig Heat map of top differentially expressed genes for clusters generated from the integrated dataset. 0 = Erythroid, 1 = Erythroid, 2 = Erythroid, 3 = Erythroid, 4 = HSC, 5 = B Cells, 6 = Erythroid, 7 = Erythroid, 8 = T/NK Cells, 9 = B Cells, 10 = HSC, 11 = Myeloid, 12 = B Cells, 13 = B Cells, 14 = Myeloid, 15 = Endothelial Cells, 16 = Myeloid.
(TIF)

S3 Fig Subcluster analysis of immune cells only (no erythroid cells) using the integrated dataset. (a) tSNE plot (b) Average expression (z-score) of cell type markers (x-axis) for each cluster (y-axis). The size of the dot represents the percentage of cells per cluster contributing to expression. The dotplot of cell markers identified these clusters as B cells, hematopoeitic stem cells (HSC), T and natural killer cells (T/NK cells), myeloid cells and endothelial cells.
(TIF)

S4 Fig Heat map of top differentially expressed genes from clusters of immune cells using the integrated dataset. 0 = B Cells, 1 = HSC, 2 = HSC, 3 = B Cells, 4 = HSC, 5 = T/NK Cells, 6 = B Cells, 7 = B Cells, 8 = Myeloid, 9 = B Cells, 10 = B Cells, 11 = T/NK Cells, 12 = Myeloid, 13 = Myeloid, 14 = Endothelial Cells, 15 = HSC.
(TIF)

S5 Fig Heat map of top differentially expressed genes from hematopoetic stem cell clusters using the integrated dataset.

S6 Fig Heat map of top differentially expressed genes from B cell clusters using the integrated dataset.

S7 Fig Feature maps of B cell gene expression on tSNE plots (a-x).

S8 Fig Heat map of top differentially expressed genes from T/NK cell clusters using the integrated dataset.

S9 Fig Feature maps of T/NK cell gene expression on tSNE plots (a-x).

S10 Fig Heat map of top differentially expressed genes from myeloid cell clusters using the integrated dataset.

S1 Table Top 10 differentially expressed genes for cluster generated from individual scRNAseq of spleen channel catfish samples SP1, SP2 and SP3.

S2 Table Top 10 differentially expressed genes for 17 clusters generated from scRNAseq of spleen from channel catfish samples (n = 3).

S3 Table Top 10 differentially expressed genes for sub-clusters of immune cells generated from the integrated scRNAseq of spleen from channel catfish samples (n = 3).

S4 Table Top 10 differentially expressed genes for sub-clusters of HSC cells generated from the integrated scRNAseq of spleen from channel catfish samples (n = 3).

S5 Table Top 10 differentially expressed genes for sub-clusters of B cells generated from the integrated scRNAseq of spleen from channel catfish samples (n = 3).

S6 Table Top 10 differentially expressed genes for sub-clusters of T and NK cells generated from the integrated scRNAseq of spleen from channel catfish samples (n = 3).

S7 Table Top 10 differentially expressed genes for sub-clusters of cells in the myeloid lineage generated from the integrated scRNAseq of spleen from channel catfish samples (n = 3).

How the deposited data were processed for this re-analysis (not part of the article)

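Nuclei of whole spleens from 3 adult channel catfish of 1 strain, all of the same condition, were measured by 3' single-nucleus RNA sequencing, with 1 droplet library per fish (SP1, SP2 and SP3, taken as biological replicates 1, 2 and 3 by their sample labels). The values are raw UMI counts per gene and barcode, which the authors made with Cell Ranger 5.0.0 by alignment to the catfish reference genome and by filtering to barcodes called as cells, and they are whole numbers with no normalization. No cluster or cell type labels come with them. The paper states that ighm was added to the annotation, but the matrices hold ighd and not ighm, so the counts do not come from that annotation as described, and values of ighd may include reads of ighm. They also hold fewer genes than the correction of p-values in the paper's tables implies. Which annotation was used is not known here. The 37 mitochondrial genes stand under locus tags. Barcode numbers differ from those of Table 1 slightly in every library, which was left as it is.

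The libraries held 19580142, 6237346 and 33908815 UMIs over 7748, 5140 and 11463 barcodes. Barcodes with 200 to 4000 expressed genes and at most 5% of counts from mitochondrial genes were kept, as in the paper, which left 6305, 3577 and 9620 nuclei at a median of 1840, 837 and 2521.5 UMIs. At such a depth a gene with no UMI in a nucleus can still be transcribed there, and for a gene with no UMI in n nuclei a limit of 3 of n holds for the share of nuclei in which a UMI would be detected, not for the share that express it.

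Seurat 5.3.0 on R 4.3.3 scaled counts to 10000 per nucleus, took logs, chose 2000 variable genes, left out those that the text names for a cluster, and integrated the 3 fish by canonical correlation analysis on 20 components, with 20 neighbours and Louvain clustering (seed 42). The paper gives neither the number of components nor the resolution. The resolution was the smallest on a grid from 0.1 to 2 in steps of 0.1 that gave the paper's 17 clusters, or else came nearest, which was 0.6 with 18 clusters. Clusters were named by the mean scaled level of the Table 2 markers, of which 24 of 25 are in the matrices. A cluster with a median UMI below the limit set for a low depth (all nuclei of its fish divided by 3) and no marker among its 10 leading genes stayed unnamed, which held for cluster 14 (97 nuclei). Subclusters were built within the HSC-like, B-like, T/NK-like and myeloid-like nuclei on 15 principal components of values scaled within each fish, in place of the integration, with the same neighbours and rule for the resolution, aiming at the paper's 4, 9, 6 and 5.

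A rebuilt cluster was matched to a cluster of the paper through the genes of its supplementary tables that the text does not name for it. Both had to be each other's best by mean scaled level, with 3 or more genes detected and a mean above 0.5. These details, and the choice to try cluster 16 and T5 among the myeloid-like subclusters, were settled in part after leading genes had been seen. Clustering moved with the rounding of the linear algebra: a first run, in which the interferon list and some tests were chosen, gave 17 clusters, and the numeric library was then fixed so that a rerun gives the same clusters. Clusters carry other numbers than in the paper, and the rebuilt names may not be the authors' cells.

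The leading genes of the rebuilt clusters were ranked by log2 fold change of CPM pooled over the nuclei of all fish, without the edgeR test. They include ptprsa, st6galnac3 and cadps2 (cluster 0), LOC108272402, LOC128629216 and glula (1), mt2, hba and LOC108257039 (2), LOC108269849, st6galnac3 and magi1b (3), LOC108263964, LOC108272402 and LOC124628318 (4) and LOC108261261, LOC124627505 and LOC108255605, with the interferon-induced genes rsad2 and ucrp lower on the list (6) for erythroid-like clusters. They include cxcr4b, ebf1b and LOC128635179 (5), maptb, LOC108271063 and alox5a (9) and LOC108262917, ighd and LOC124628877 (11) for B-like, LOC108269113, LOC108267133 and LOC100304588 (10) for T/NK-like, LOC108260311, myl9b and mdka (7), lpp, b4galt2 and meis1b (8), thbs1b, garnl3 and sorcs3a (12) and hmgn2, top2a and incenp (17) for HSC-like, csf1rb, lysc and krt18b (13) and mmp13, mmp9 and lyg (15) for myeloid-like, fabp4a, LOC108267310 and LOC108272011 (16) for endothelial-like and mdga2a, LOC108275288 and mllt3 for the unnamed cluster.

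Counts were summed per fish over the nuclei of a class, cluster or subcluster and over the other nuclei (of all nuclei, or of its class for a subcluster). Both sums were compared with edgeR 4.0.16 (quasi-likelihood, TMM, its default filter on low counts, the fish as a block, Benjamini-Hochberg over all genes tested, threshold 0.05, two-sided). A fish with under 10 nuclei on either side was left out, and with 1 fish left no test was made. The groups were made from the same counts, so p-values do not account for that choice. Levels are CPM over the TMM-scaled library size, with the SD over fish. A negative fold change of a gene with few counts depends on the prior count of the fit. Tested on simulated data, with 200 of 11530 genes of the B-like comparison changed at a dispersion of 0.05, the test found 46 of 100 changes of 2-fold and 99 of 100 of 4-fold, with 3 false calls.

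Before the data were examined, the samples, tests, alternatives to the processing, gene lists (apart from the interferon list), markers, matching genes and the rule for naming genes were fixed. Genes named are every gene that the text names for a class, cluster or subcluster with a match, every Table 2 marker, and from each list the 3 measured members with the largest log2 fold change among those past the threshold in the class the list is about and the 2 with the lowest. The paper's tables of top genes had been read when this rule was written. Where a cluster had no match, its genes are given for the whole class, an addition to the rule. The 19 lists cover heme synthesis, the erythrocyte membrane skeleton, thrombocytes, hematopoietic progenitors, B cell receptor signalling, plasma cell secretion, T cell receptor signalling, NK and cytotoxic cells, neutrophils, macrophages, dendritic cells, plasmacytoid dendritic cells, endothelium, stroma and smooth muscle, melanophores, proliferation, immediate early and heat shock genes, the mitochondrial genome and ribosomal proteins. They were compared in 15 list and class pairs set with them.

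Doublets were scored with Scrublet in scanpy 1.11.5 (Python 3.11.15) at an expected rate of 5%. Its own threshold called 3, 2 and 0 nuclei in the 3 libraries, too few to have worked, so the top 5% of scores per library were also left out, an alternative chosen after seeing the data. Pseudotime of B-like nuclei was diffusion pseudotime in scanpy (20 neighbours, 15 components) from the subcluster matched to B4, since Monocle 3 was not at hand. No main subcluster matched B4, so the subclusters built on the integrated components were used, a choice also made after seeing the data. Connectivity of subclusters was computed with PAGA.

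Alternatives planned were no filter on nuclei, no mitochondrial limit, no upper limit of genes, Scrublet's calls left out, no integration, 30 and 20 components, a resolution of 0.8, the named genes kept for clustering, subclusters on the integrated components, leaving out each fish, DESeq2 1.42.0 with the fish as a term, no filter on low counts, no replicate block and at least 20 nuclei per fish. Another rounding of the linear algebra was added after seeing the data. A value without a test counts as moved when it changes by more than its SD over fish, and a count when it changes by more than 1.5 times. A change of sign counts as reversed only where at least 1 of both values is past the threshold. Depth was evened by thinning to 1000 UMIs per nucleus for the cd4, cd8 and interferon genes and to 500 for erythroid genes. Left out were sequence reads, which are not analysed here, and with them splicing and mapping to paralogs. Empty droplets were not analysed here, so free RNA was not measured directly.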

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

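Chosen after the result was seen were all 4 tests on the thrombocyte genes (of free RNA, and 3 of mixed-in erythroid nuclei) and, for the interferon genes, both tests on a single fish and those on mean UMIs, on a deeper cluster and on leading genes, as was the interferon list itself, while the tests on the share of nuclei, on the CPM of other classes and on other splits were written before it was seen. No biological explanation was tested in either case, since the design has 1 condition.

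Thrombocyte genes stand here as a signal in genes that the paper does not discuss. Of 19 listed thrombocyte genes tested with edgeR, 11 were higher and 4 lower in HSC-like nuclei. The number of higher genes was the same under each alternative that gave a value but no filter on nuclei (12). The most abundant of those named were plek (741 CPM) and f13a1b (620.2 CPM). Itga2b, itgb3b and mpl, which the paper takes as HSC genes, were kept off the list, and syk and lcp2a also stand in a lymphocyte list. The real split called 14 of the list without a block in either direction and the highest other split 0, and for the progenitor list 6 against 0, with too few splits (10) for a share under 0.05.

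Free thrombocyte RNA in every droplet would reach all classes, though at a higher CPM in shallower nuclei. The median CPM of these genes in HSC-like nuclei was 20.9, 8.96 and 12.2 times that in T/NK-like nuclei in SP1, SP2 and SP3. The bounds written for this test were under 3 for free RNA as the cause and over 10 in every fish against it. By these bounds the test stays undecided, as SP2 lies between them. The ratio was above 3 in every fish. But the 11 genes were chosen by their call in HSC-like nuclei. These nuclei are also shallower than T/NK-like nuclei (median 980.5 against 2305 UMIs). Free RNA as the whole or a part of the cause is therefore left open. Nuclei of erythroid cells mixed into the class can raise a gene at most to its level in erythroid-like nuclei. Of 10 genes chosen against the other non-erythroid nuclei alone, 8 were higher in HSC-like than in erythroid-like nuclei too, a count made after the result was seen. This argues against mixing as the whole cause for these 8 genes only. The written tests of mixing decide nothing. Of the 11 genes, 8 (72.7%) were higher in HSC-like than in both the erythroid-like and the other non-erythroid nuclei, and 11 of 11 lay above the erythroid-like. But the 11 were chosen against nuclei that are 81.0% erythroid-like, which all but fixes the latter, and the other non-erythroid nuclei are not those that would be mixed. The same choice all but fixes that 18.2% (2 of 11) were higher in erythroid-like than in the other non-erythroid nuclei. Of the 10 genes chosen against non-erythroid nuclei alone 40% (4) were, between the bounds of 25 and 75%. Another candidate explanation left open is that part of the HSC-like nuclei belong to thrombocytes or their precursors, a hypothesis that these lists alone do not settle. Of the progenitor genes 6 of 12 were higher as well, with gata2b, a marker that named the class, among them. So were some endothelial genes and the genes of stroma and smooth muscle, as given above for this class.

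Interferon response genes in 1 erythroid-like cluster stand here as a signal in genes that the paper does not report from its own erythroid cells, although it cites interferon regulatory factors in erythrocytes of Nile tilapia. In rebuilt cluster 6 (960 nuclei), 29 of 31 such genes were higher than in the other erythroid-like nuclei, and 2 did not pass (the same when adjusted over the list alone), with edgeR log2 fold changes of 4.68 for ucrp, 3.62 for mxa and 3.29 for uba7, each in 3 of 3 fish, while samhd1 (0.25) and parp12b (0.13) did not pass. In all, 327 of 7748 genes were higher and 69 lower. Levels were low, with 118 ± 38.5 CPM for ucrp (SD, n = 3 fish) against 4.95 ± 0.485 CPM. As the list was written after leading genes of this cluster had been seen, the count describes the cluster and is no test of it. It was made in the main setting only, and irf7 also stands in the list of plasmacytoid dendritic cells.

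A single fish as the cause cannot be told apart by these tests. Of the 29 genes 93.1% were higher in all 3 fish, but they were chosen by a call over the fish. Of the list members tested, called or not and the cluster's 10 leading genes left out (also 29), at least 89.7% had a higher CPM in the cluster in each fish. As nearly all members tested were called, and both list and cluster were chosen by these levels, this share was all but fixed. The summed CPM of these members was 1.60, 2.05 and 2.17 times that of the other erythroid-like nuclei in SP1, SP2 and SP3. The signal was thus seen in each fish, and these fish gave 39.5%, 17.6% and 42.9% of the nuclei of the cluster. Its nuclei were deeper (median 3266.5 against 1791.5 UMIs), and thinned to 1000 UMIs the share with a UMI of the list was 1.2 times that of the other erythroid-like nuclei in the lowest fish, within the bound written for depth as the cause, but as 61.9% to 81.1% of the other nuclei already had such a UMI, the test was held to be void after its values were seen and depth cannot be told apart by it. The mean number of UMIs of the 29 genes after thinning, at least 1.86 times as high, decides nothing either, as these genes were chosen by their level. Rebuilt cluster 2 is deeper in every fish (median 4643, 1467 and 4768 UMIs against 3508, 1132 and 4252.5), yet the summed CPM of the whole list was at least 2.27 times as high in cluster 6. In cluster 2, more depth thus did not come with a higher level of the list. But list and cluster 6 were chosen by these levels, and hemoglobin genes, among the leading genes of cluster 2, take up part of its CPM. Depth as the cause in cluster 6 is therefore left open. RNA of other cells in the same droplets cannot be told apart by levels, as 51.7% of the genes (15 of 29) had a higher CPM in the cluster than in every other class (median 43.2 CPM, against 33.6 in HSC-like nuclei), but at most 4% of the 50 leading genes of the HSC-like, B-like, T/NK-like or myeloid-like class were higher there, with endothelial-like nuclei not tested. A response of some red cells to interferon may remain as a hypothesis, untested here.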

How the results depend on the processing

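The top 5% of Scrublet scores left out, the other rounding and the integrated components for pseudotime were chosen after seeing the data, and all other tests in this part were planned. Counts, shares and lists that answer a comparison stayed within their limits in 484 cases and moved past them in 49, and none of these moved with DESeq2, no integration, no upper limit of genes, the named genes kept for clustering, Scrublet's calls left out, at least 20 nuclei per fish or other rounding. Single named genes kept their direction and side of the threshold in 3387 of 3609 values, lost the call in 164, gained it in 38 and were reversed in 20 (53 changed sign, most with no call in either setting). Of the calls in the main setting, reversals apart, the share lost was highest with no replicate block (52 of 225), on the integrated components within a class (11 of 66), without replicate 3 (25 of 185) and without replicate 1 (18 of 197), while most were gained without replicate 2 (13). The top 5% of scores left out ended 15 of 200 calls, DESeq2 13 of 225 and other rounding 0 of 225. Where a setting changed the clusters, a value given for a main cluster or subcluster comes from its match under that setting. That match may have another number and hold other nuclei. For every change given below, the cause was not tested.

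With no mitochondrial limit, 7685, 5108 and 11390 nuclei passed (24183 in all, against 19502). With no filter on nuclei, erythroid-like nuclei were 61.0%, T/NK-like 7.77%, myeloid-like 5.70% and endothelial-like 0.775%, 2872 genes were lower in T/NK-like nuclei (against 1569), 63 genes named for a cluster were higher in it (against 36), and nccrp1 in cluster 13 had -1.47.

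With no replicate block, 1886 genes were higher in erythroid-like, 1465 in B-like, 811 in T/NK-like and 1162 in HSC-like nuclei (against 4187, 2894, 1564 and 2147), while 1393 were lower in B-like, 380 in T/NK-like, 790 in HSC-like and 1444 in myeloid-like nuclei (against 3151, 1569, 2566 and 2573). Named genes higher in their subcluster were 6 for HSC, 7 for B and 15 for T/NK (against 15, 12 and 24), and plasma cell genes in the match of cluster 13 numbered 13 (against 21).

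With the top 5% of Scrublet scores left out, erythroid-like nuclei were 74.6% (against 72.4%), 57 named genes were higher in their cluster, 9 in their HSC and 5 in their myeloid subcluster, and pseudotime was 0.459 for B2 and 0.730 for B8 (against 0.637 and 0.668). With 30 and 20 components, 5 genes were higher in their myeloid subcluster, pseudotime was 0.884 for B2 and 0.928 for B8, nccrp1 in cluster 13 had -1.01 and mpl in HSC subcluster 3 had 0.17. With no filter on low counts, 5 genes were higher in their myeloid subcluster (against 3). At a resolution of 0.8, 7 genes were higher in their HSC subcluster, mki67 in cluster 11 had -0.14, and in HSC subcluster 3 mpl had 0.51, pcna -1.20 and thbs1b 0.17. With Scrublet's calls left out, mki67 in cluster 11 had -0.14. On the integrated components, 8 genes were higher in their HSC subcluster, and pcna in HSC subcluster 0 had 0.29.

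Leaving out each fish in turn, genes higher in their subcluster were 7 without replicate 1, 14 without replicate 2 and 7 without replicate 3 for HSC, 4 without replicate 1, 20 without replicate 2 and 3 without replicate 3 for B, 13 without replicate 1, 24 without replicate 2 and 14 without replicate 3 for T/NK and 2 without replicate 1, 4 without replicate 2 and 1 without replicate 3 for myeloid nuclei. The subclusters with a match, and so the genes tested, differ between these settings. Plasma cell genes numbered 14 without replicate 1 and 1 without replicate 3. Pseudotime went from 0.269 to 0.285 for B2, 0.483 to 0.582 for B6 (against 0.743) and 0.472 to 0.537 for B8, each lowest without replicate 2. Reversed single genes ranged over the 3 fish left out as follows. In B-like nuclei the range was -1.50 to 2.86 for mki67, -1.98 to 1.89 for diaph3 and -0.26 to 1.96 for atp5mc1. In cluster 11 it was -9.38 to 4.07 for fabp3, -0.43 to 0.0582 for mki67 and -0.67 to 3.42 for stt3a, and in cluster 13 -1.01 to -0.71 for nccrp1, each lowest without replicate 3. In HSC subcluster 3 it was 0.13 to 0.55 for mpl and -0.18 to 0.23 for thbs1b, each highest without replicate 1.

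A setting gives no value where a cluster has no match or under 2 fish with enough nuclei. No subcluster matched B4 with the main components, Scrublet's calls left out, a resolution of 0.8, the named genes kept, other rounding or without replicate 3, so pseudotime has no value there, and without replicate 2 no endothelial-like class was found. Depth limits what was seen, as the median nucleus held 837 UMIs in SP2 and 2521.5 in SP3, and 980.5 in HSC-like against 4662 in myeloid-like nuclei. In T/NK-like nuclei lck had a UMI in 31.6% of 395 nuclei, so a gene with no UMI there may still be expressed. Clusters 14 and 16 and the subclusters matched to B6 and T2 had enough nuclei in 1 fish only and were not tested, and for T/NK subclusters from 1891 to 2435 genes were tested, against 13730 for erythroid-like nuclei. On simulated changes of 2-fold in B-like nuclei, 46 of 100 were found.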

Differences from the paper's values

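Set before the data were examined were all alternatives named here but the top 5% of Scrublet scores left out and other rounding, 2 tests chosen after seeing the values, of which the first ends 15 of 200 calls of named genes and the other 0 of 225. Subcluster sizes and percents stand beside the paper's text and its S2 Table. The paper's tests took cells as replicates, and here the counts summed per fish are the replicates. Clusters were rebuilt, so a match may hold other cells than the paper's cluster, which limits every comparison here. Of 17 subclusters with a match here and a size in the paper's text, 10 were within 1.5 times the paper's number of cells. A percent was within the limits where it lay within 1.5 times the paper's or within the SD over fish of it, and of 35 genes with a percent in S2 Table 23 did.

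HSC0 has 932 cells in the paper, and its match here 387 nuclei. It came within 1.5 times with replicate 3 left out (731) and the integrated components within a class (885) and not with Scrublet's calls left out, 30 and 20 components, a resolution of 0.8, the named genes kept for clustering, replicate 1 left out and replicate 2 left out. HSC1 has 483 cells in the paper, and its match here 48 nuclei. For HSC1 the number came near with 30 and 20 components (425), a resolution of 0.8 (388) and replicate 1 left out (371) and not with Scrublet's calls left out, the named genes kept for clustering and replicate 3 left out. HSC2 has 371 cells in the paper, and its match here 1203 nuclei. Closer to the paper's HSC2 was the number with a resolution of 0.8 (306) and not with Scrublet's calls left out, the named genes kept for clustering, replicate 2 left out and the integrated components within a class. HSC3 has 279 cells in the paper, and its match here 428 nuclei. The HSC3 numbers came together with replicate 1 left out (299), replicate 2 left out (349), replicate 3 left out (204) and the integrated components within a class (241) and not with Scrublet's calls left out, 30 and 20 components, a resolution of 0.8 and the named genes kept for clustering. B1 has 489 cells in the paper, and its match here 918 nuclei. For B1 the sizes met with the integrated components within a class (518) and not with Scrublet's calls left out, 30 and 20 components, a resolution of 0.8, the named genes kept for clustering, replicate 1 left out, replicate 2 left out and replicate 3 left out. B7 has 124 cells in the paper, and its match here 353 nuclei. B7 came near with the integrated components within a class (96). T2 has 72 cells in the paper, and its match here 37 nuclei. T2 came within the limits with 30 and 20 components (49) and the integrated components within a class (78) and not with Scrublet's calls left out, a resolution of 0.8, the named genes kept for clustering, replicate 1 left out and replicate 3 left out. With the added settings the gaps stayed open wherever these gave a match.

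For 6 of the genes that the text names for cluster 13, fewer nuclei of the match had a UMI: pdia4 (the paper's 88.1%, here 53.0%), selenom (the paper's 84.9%, here 44.7%), spats2 (the paper's 87.3%, here 50.0%), hsp90b1 (the paper's 84.9%, here 51.9%), stt3a (the paper's 88.1%, here 58.6%) and lman1 (the paper's 80.2%, here 48.5%). The percents came within the limits with Scrublet's calls left out (80.0 to 88.8%), a resolution of 0.8 (80.0 to 88.8%), the named genes kept for clustering (80.8 to 88.8%), replicate 1 left out (78.5 to 87.6%) and replicate 2 left out (86.1 to 92.2%), and for stt3a also with no integration (59.1%). They did not with no filter on nuclei, 30 and 20 components and replicate 3 left out, for the other genes with no integration, nor with the added settings. The match, rebuilt cluster 11, also scored best for clusters 5 and 12, so it may hold cells of more than 1 of the paper's clusters. For 6 genes of cluster 16, whose match is a larger myeloid-like cluster of 231 nuclei, the values were apol1 (the paper's 100%, here 27.7%), sting1 (the paper's 95.2%, here 10.8%), LOC108279184 (the paper's 95.2%, here 10.4%), LOC108266986 (the paper's 95.2%, here 9.52%), nitr6 (the paper's 90.5%, here 17.3%) and ctss1 (the paper's 90.5%, here 14.7%). They came within the limits with no integration (90.5 to 100%), the named genes kept for clustering (90.5 to 100%) and replicate 2 left out (95 to 100%), and with the top 5% of Scrublet scores left out (90.5 to 100%), chosen after seeing the values, which ends 15 of 200 calls. They did not with no filter on nuclei, Scrublet's calls left out, 30 and 20 components, a resolution of 0.8, replicate 1 left out and replicate 3 left out, nor with other rounding. Cluster 16 also matched rebuilt myeloid-like subcluster 4, with 33 nuclei, in which 63.6% had a UMI of apol1, 63.6% had a UMI of sting1, 60.6% had a UMI of LOC108279184, 60.6% had a UMI of LOC108266986, 57.6% had a UMI of nitr6 and 57.6% had a UMI of ctss1.

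The paper has its cluster 10 express erythroid markers beside HSC markers. In the match, rebuilt cluster 8, edgeR called the erythroid markers lower than in all other nuclei, with log2 fold changes of slc4a1a -4.14, alas2 -4.70, sptb -2.27 and hemgn -3.69, and the HSC markers higher (meis1b 4.68, mpl 4.06 and runx1 2.87). Most of the nuclei compared with are erythroid-like, so these fold changes do not show whether the cluster expresses the erythroid markers. In another HSC-like cluster, rebuilt cluster 12 of 245 nuclei, singled out after its values were seen, a UMI of alas2 was found in 93.1% of nuclei, of slc4a1a in 61.6%, of meis1b in 68.2% and of mpl in 59.6%, against 26.1%, 18.5%, 5.32% and 3.04% in T/NK-like nuclei. As free RNA was not measured, these shares do not show that its nuclei express both. The paper has hemoglobin subunit genes up in cluster 2, and in its match LOC108257036 (1.05) and LOC108257041 (0.89) did not pass under any setting run. Rebuilt cluster 2, which has no match, holds the hemoglobin genes hba, LOC108257039 and hbaa2 among its leading genes. The paper has pcmt up in cluster 1. In the match pcmt was higher than in all other nuclei (1.17), but against the other erythroid-like nuclei it did not pass (0.50), a comparison made in the main setting only. The paper has cluster 6 defined by ribosomal protein genes. That cluster had no match, and in erythroid-like nuclei, a wider group, 9 of 93 such genes were higher and 14 lower. Rebuilt cluster 4, which scored best for cluster 6 but was matched to cluster 1, goes the paper's way with a median log2 fold change of 1.15, though 90 of 92 genes did not pass, and rebuilt cluster 1 has 0.72, with 89 of 93 not passed. Of those the text names rps26l passed with no filter on nuclei (0.64).

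The paper has HSC0 to HSC2 alike in known HSC genes. Here the match of HSC1, with 48 nuclei, had lower mpl (-1.49), thbs1b (-1.73) and meis1b (-0.48) than the other HSC-like nuclei, while the match of HSC2 had higher mpl (0.72). In the HSC1 match mpl turned with 30 and 20 components (0.17), a resolution of 0.8 (0.51), replicate 1 left out (0.55) and replicate 3 left out (0.13), with no call, and thbs1b with a resolution of 0.8 (0.17) and replicate 1 left out (0.23). There meis1b lost its call with 30 and 20 components (-0.28), a resolution of 0.8 (-0.21), replicate 1 left out (-0.36), replicate 3 left out (-0.32), DESeq2 (-0.49) and no replicate block (-0.47). In the HSC2 match mpl lost its call with the top 5% of Scrublet scores left out (0.52), a resolution of 0.8 (0.55), no replicate block (0.69) and the integrated components within a class (0.67).

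Some genes that the paper calls higher in a subcluster had a positive log2 fold change here but did not pass the test, so no higher level was shown. For B1 these were ikzf1 (0.58) and foxp1b (1.11), the latter called with Scrublet's calls left out (0.61), a resolution of 0.8 (0.62), replicate 2 left out (0.57) and DESeq2 (1.14). For B3 they were cd40 (0.46), mycb (0.98) and cxcr4b (0.75), called with replicate 2 left out (0.60, 1.02 and 0.43), and for B7 mycb (0.31). For T0 they were tcf7 (1.43), LOC108256553 (0.89), rgs3a (1.00), tox (1.99), tox2 (0.70), LOC128635459 (0.36) and znf704 (1.54), with LOC108256553 higher in 1 of 2 fish. In this match 0 of 1891 genes tested were called higher, so a missing call there says little about the paper's genes. With replicate 2 left out tcf7 (1.06), LOC108256553 (2.37), rgs3a (2.05), tox (2.20) and znf704 (1.27) were called, and tox with DESeq2 (1.95). For T3 zeb2b (3.33) was called with 30 and 20 components (5.22), a resolution of 0.8 (4.94), replicate 2 left out (5.40), DESeq2 (3.57), no filter on low counts (2.93) and the integrated components within a class (3.98). For M2, where 0 of 3010 genes tested were called in either direction and a missing call says as little, they were lrp1ab (3.77), rgl1 (2.64) and LOC108277878 (3.32). Of these lrp1ab was called with the top 5% of Scrublet scores left out (3.88), 30 and 20 components (3.75) and no filter on low counts (3.39), and LOC108277878 with the top 5% of Scrublet scores left out (3.36), 30 and 20 components (3.21), replicate 2 left out (1.96) and no filter on low counts (2.94), where the top 5% setting was chosen after seeing the values and ends 15 of 200 calls.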

Other observations

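The tests on the erythroid genes below and the counts over other splits were written before their results were seen, and none in this part was chosen after that, apart from the top 5% of Scrublet scores.

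Of 14 endothelial genes in HSC-like nuclei, 7 were higher, 3 lower and 4 did not pass with edgeR (7 and 4 when adjusted over the list alone). Of 2 genes of stroma and smooth muscle 2 were higher, also over the list alone, and in erythroid-like nuclei 7 of 7 were lower (7 over the list alone). Of 2 melanophore genes in erythroid-like nuclei, 1 was higher and 1 did not pass (1 over the list alone). Immediate early and heat shock genes, which rise when tissue is handled, were higher in 11 of 15 for myeloid-like nuclei (1 lower), 8 of 14 for HSC-like (2 lower), 7 of 15 for B-like (3 lower) and 7 of 14 for T/NK-like nuclei, and in erythroid-like nuclei 13 of 15 were lower and 1 higher. Over the list alone these were 11, 8, 8, 7 and 13. The nuclei compared with are mostly erythroid-like, and against the other non-erythroid nuclei alone 3 of 14 of these genes were higher in HSC-like nuclei and 4 lower, while 7 of 11 endothelial genes (1 lower, 3 over the list alone) and 1 of 1 of stroma stayed higher, the other numbers being the same over the list alone. Of 13 mitochondrial genes, 4 were higher in myeloid-like nuclei and 9 did not pass, though not 1 passed when adjusted over the list alone.

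Erythroid genes that rose together in 1 subcluster each of the HSC-like, B-like and T/NK-like nuclei were weighed for pairs of nuclei in 1 droplet. Of the genes higher in these subclusters, at least 97.8% (937 of 958 for HSC-like, with 803 of 810 and 252 of 253 for the others) were also higher in erythroid-like nuclei than in the rest of the class, as pairs would give, and 0% of genes tested were higher than in both, where a cell state with genes of its own would be expected to have over 1%. For deeper coverage of the same nuclei, counts were thinned to 500 UMIs. The share of nuclei with 10 or more UMIs of heme synthesis and hemoglobin genes was then at least 26.9 times that in the rest of the class. The difference in these genes thus stood at an even depth. But the subclusters were singled out by erythroid genes, so a larger share was to be expected. How far coverage shaped the subclusters is left open. Pairs of nuclei may thus account for these subclusters, but a precursor whose genes all lie between both cell types would look the same, and the design gives no condition to test it.

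Over the 10 splits of the 6 sums of a comparison, fitted without a block, the real split called 5246 genes for erythroid-like, 2858 for B-like, 1191 for T/NK-like, 1952 for HSC-like and 3219 for myeloid-like nuclei, in either direction, and the highest other split 0 each. Of the genes that the text names it called 35 for clusters and 4, 5, 10 and 3 for HSC, B, T/NK and myeloid subclusters, against 0. In each case 1 split, the real one, reached its count. These are too few splits (10) for a share under 0.05.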
